# Germ cell-intrinsic effects of sex chromosomes on early oocyte differentiation in mice

**DOI:** 10.1371/journal.pgen.1008676

**Published:** 2020-03-26

**Authors:** Norio Hamada, Nobuhiko Hamazaki, So Shimamoto, Orie Hikabe, Go Nagamatsu, Yuki Takada, Kiyoko Kato, Katsuhiko Hayashi

## Abstract

A set of sex chromosomes is required for gametogenesis in both males and females, as represented by sex chromosome disorders causing agametic phenotypes. Although studies using model animals have investigated the functional requirement of sex chromosomes, involvement of these chromosomes in gametogenesis remains elusive. Here, we elicit a germ cell-intrinsic effect of sex chromosomes on oogenesis, using a novel culture system in which oocytes were induced from embryonic stem cells (ESCs) harboring XX, XO or XY. In the culture system, oogenesis using XO and XY ESCs was severely disturbed, with XY ESCs being more strongly affected. The culture system revealed multiple defects in the oogenesis of XO and XY ESCs, such as delayed meiotic entry and progression, and mispairing of the homologous chromosomes. Interestingly, *Eif2s3y*, a Y-linked gene that promotes proliferation of spermatogonia, had an inhibitory effect on oogenesis. This led us to the concept that male and female gametogenesis appear to be in mutual conflict at an early stage. This study provides a deeper understanding of oogenesis under a sex-reversal condition.

## Author summary

Oogenesis is a highly sex-dependent differentiation process that commences at the mid-gestation stage. Oogenesis is severely disturbed in XO and XY females, although the mechanisms underlying the disturbance are still elusive. In this study, we subjected XO and XY ES cells to an *in vitro* culture system, in which female (XX) ES cells differentiate into functional oocytes. Our results showed that oogenesis from XO and XY ES cells was severely disturbed due to defective processes such as delayed meiotic initiation/progression, aberrant gene expression and mispairing of homologous chromosomes. In addition, our results demonstrate that a Y-linked gene, *Eif2s3y* that promotes spermatogenesis, has conversely a negative impact on oogenesis. This study provides a culture system that serves as a useful model of sex reversal and contributes the concept of a substantial germ cell-intrinsic conflict between male and female gametogenesis. Further study using the culture system will reveal molecular insights into infertility with sex chromosome disorder(s).

## Introduction

Oogenesis is a unique sequence of differentiation processes that finally confers totipotency to eggs. The process is strictly regulated in a sex-dependent manner in mammals. In mice, primordial germ cells (PGCs) arise from the pluripotent epiblast and migrate into embryonic gonads, which eventually become either ovaries or testes [1, 2]. The sex difference is not obvious in nascent and migratory PGCs but becomes evident after reaching the gonad stage: PGCs enter meiosis in females, thereby becoming primary oocytes, whereas they continue to proliferate and are eventually arrested at the G0/G1 phase in males [3]. The sex-dependent differentiation is dominated by gonadal somatic cells whose sex differentiation precedes germ cells [4]. In females, meiosis is induced by retinoic acid (RA) and BMP2, which are produced by mesonephros and gonadal somatic cells, respectively [5, 6]. Conversely, in the male gonads, RA is degraded by CYP26B1 and BMP2 is not expressed, and therefore the inducers of meiotic entry are absent [5, 7]. It has been shown that male PGCs enter meiosis when cultured with female gonadal somatic cells [3] or upon stimulation with RA and BMP2 [8], demonstrating that the initial sex differentiation of germ cells is indeed controlled by a somatic environment. However, it appears that female PGCs cannot differentiate into sperm, and the ability of male PGCs to differentiate into functional eggs is compromised. These phenomena have been well characterized by experiments using sex-reversal mouse models. For example, XX males showed defective differentiation/proliferation of spermatogonia and lack of spermatogenesis [9, 10], while XY females exhibited a reduction in oocyte number in the ovary and compromised fertility [11–13].

Several potential causes of the defective gametogenesis of “sex-mismatched” germ cells have been proposed. In the case of defective oogenesis in XY females, a half dosage of X chromosomes, a heterologous pairing of the sex chromosome and resulting asynapsis during meiosis, and a negative impact of Y-linked gene(s) are the main postulated mechanisms. It is known that one of the X chromosomes is inactivated in nascent PGCs, but reactivated prior to meiotic entry. Therefore, XY oocytes are essentially insufficient of transcripts from the X chromosome. During meiosis, all homologous chromosomes align by the pachytene stage. In spermatogenesis, a unique regulatory action takes place between X and Y chromosomes via a structure known as the XY body, in which the transcriptional activity of the sex chromosome is silenced in the spermatocytes [14]. This silencing, called meiotic sex chromosome inactivation (MSCI), is required for meiotic progression. However, the XY body is rarely formed in XY oocytes, suggesting that there is a difference in regulation of the heterologous chromosome in oocytes. It is known that Y-linked genes play a key role in spermatogenesis. Considering that the Y chromosome appears only in spermatogenesis but not in oogenesis, it is possible that genes having a negative role on oogenesis are accommodated in the Y chromosome. Indeed, it has been reported that a Y-linked gene, *Zfy2*, disturbed meiotic progression in oocytes [15]. Although several possible functions have been proposed, the role of sex chromosomes in oogenesis has not been fully elucidated. This is partially due to the use of sex-reversal mice, the phenotypes of which vary depending on their genetic background and the cause of sex-reversal [13]. In addition, most of the strains have mutations or deletions both in germ cells and somatic cells, which makes it impossible to entirely isolate a germ cell-intrinsic function of genes/chromosomes on oogenesis. Furthermore, it is difficult to manipulate genes in the sex reversal strains due to the compromised fertility. To overcome these problems, there is need of an alternative approach to address the role of sex chromosomes in oogenesis.

Recently, we reported that oogenesis can be reconstituted in culture using pluripotent stem cells such as embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs). In the reported culture system, PGC-like cells (PGCLCs) derived from ESCs/iPSCs were aggregated with female gonadal somatic cells of embryonic day (E) 12.5 embryos [16], thereafter called reconstituted ovary (rOvary). Notably, the oogenesis of this culture system, named *in vitro* differentiation (IVDi), largely reproduced that of *in vivo* differentiation in terms of gene expression, morphology and functionality: eggs produced in the culture system gave rise to live pups. This culture system seems advantageous from the following standpoints: (1) the functions of germ and somatic cells can be separately evaluated in the reconstitution system; (2) cells without mutation/deletion can be used; and (3) it is easy to evaluate gene function by manipulating the gene(s) in ESCs/iPSCs. Therefore, in this study, we used this novel culture system as a tool to gain insight into the germ cell-intrinsic role of sex chromosomes on oogenesis.

## Results

### Disrupted oogenesis from XO and XY ESCs

First, we examined oocyte differentiation from ESCs harboring XX, XY or a single X chromosome (XO) in rOvaries composed of E12.5 female gonadal somatic cells (Fig 1A). XO ESCs were generated from XX ESCs by a targeted deletion of one X chromosome (S1A, S1B and S1C Fig) based on a previous report [17]. XO was confirmed by loss of the punctate H3K27me3 signal (which marks an inactive X chromosome) upon differentiation (S1D Fig); polymorphism between the X chromosomes (S1E Fig); and karyotyping (S1F Fig). The polymorphism analyses distinguished XO harboring the maternal X chromosome (XmO) from XO harboring the paternal X chromosome (XpO) (S1E Fig). Using these ESC lines, PGCLCs were induced and then reaggregated with somatic cells of E12.5 female gonads. In the induction, a majority (71.5%) of PGCLCs derived from XX ESCs maintained two X chromosomes (S1G Fig). All PGCLCs were well mingled with gonadal somatic cells (Fig 1B), as the expressions of *Blimp1*-mVenus (BV), a reporter gene of PGCs, and *stella*-ECFP (SC), a reporter gene of PGCs and oocytes, were clearly observed in aggregates at 2 days of culture (agg-2). As expected, in XX PGCLC, BV was downregulated from 7 days of culture onward (agg-7) (Fig 1B), during which period PGCLCs entered meiosis [16]. At the same time, some degree of BV expression remained in XO and XY PGCLCs/oocytes. At 14 days of culture (agg-14), a number of small oocytes were formed in aggregates with XX PGCLCs, while few were observed with XO and XY PGCLCs (Fig 1B). At 21 days of culture (agg-21), some SC-positive XO and XY oocytes appeared, but the numbers of these cells were ~12-fold lower than the number of XX oocytes (Fig 1B and 1C). It was also noteworthy that the number of XY oocytes was significantly lower than that of XO oocytes (Fig 1C). The reduction of XY oocytes was confirmed by rOvaries using PGCs in vivo: E11.5 XY PGCs rarely formed oocytes under the female somatic cell environment, whereas E11.5 XX PGCs formed a certain number of oocytes under the same environment (S2A and S2B Fig). The numbers of XmO and XpO oocytes were not significantly different (Fig 1C), suggesting that there is no functional difference between maternal and paternal X chromosomes; therefore, the subsequent analyses were performed using XpO ESCs. The number of PGCLCs/oocytes was comparable at the initial stage until agg-7, and it was slightly higher in XO and XY than in XX PGCLCs/oocytes between agg-7 and -11 (Fig 1D). However, the numbers of XO and XY PGCLCs/oocytes began to steadily decline after agg-11. These results demonstrated that the sex chromosome composition in germ cells has an impact on oogenesis *in vitro* even under the same somatic cell environment.

**Fig 1:**
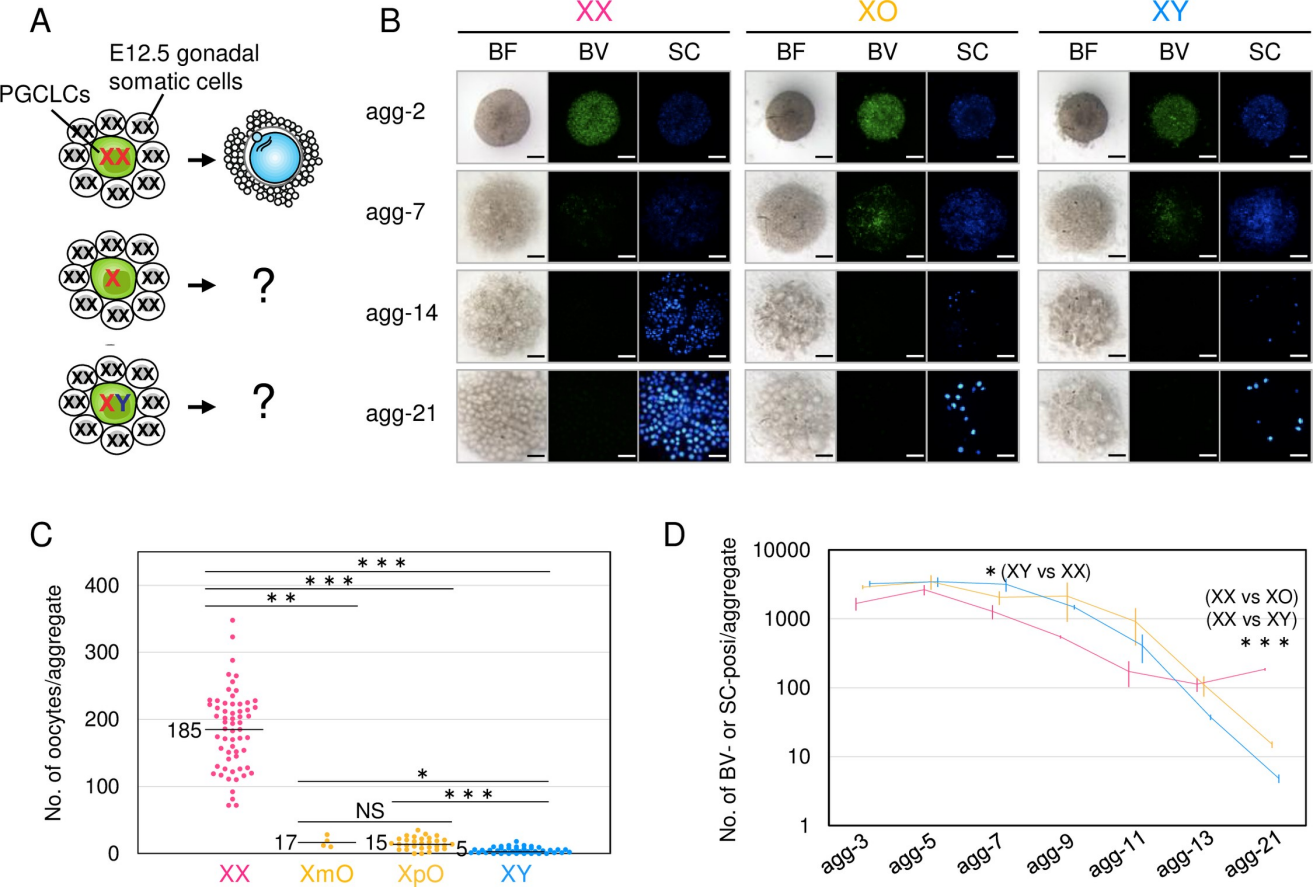
Formation of XX, XO and XY oocytes in culture. (**A**) Schematic illustration of the experimental design. PGCLCs derived from XX, XO and XY ESCs were reaggregated with E12.5 female (XX) gonadal somatic cells. (**B**) Oocyte differentiation from XX, XO and XY ESCs in culture. Images are rOvaries at the days indicated. Blimp1-mVenus (BV) is a marker of PGC(LC)s and stella-CFP (SC) is a marker of PGC(LC)s and oocytes. BF, bright field. Scale bars, 200 μm. (**C**) The number of oocytes formed in culture. Each dot indicates the number of oocytes formed in one rOvary. The numbers in the graph indicate the average number of oocytes/rOvary formed in each genotype. XpO and XmO indicate cells having a paternal and maternal X chromosome, respectively. (**D**) Time-course of the number of PGCLCs/oocytes. The average number of oocytes at the days indicated and SD are shown. The data was compiled from at least three independent experiments. *P* values were calculated by Steel Dwass test. ***P<0.001, **P<0.01, *P<0.05; NS, not significant.

### Transcriptome analysis of ESC-derived XO and XY oocytes

To gain insights into the reasons for the compromised differentiation of XO and XY oocytes, gene expression profiles were determined by RNA-seq analyses using ESCs, EpiLCs, PGCLCs and oocytes at 3 (agg-3), 5 (agg-5), 7 (agg-7), 9 (agg-9), 11 (agg-11) and 13 days (agg-13) of culture. 

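Poly(A)+ RNA was sequenced from XX, XO and XY cells at these 9 stages, which gives 66 libraries in 27 groups of genotype and stage. Each group had 3 libraries in PGCLCs and from agg-3 to agg-7, and 2 libraries in ESCs, in EpiLCs and from agg-9 to agg-13. The XO lines were derived from an XX line by removal of an X chromosome, and the XY lines were established separately from the XX lines. The labels give the genotype of each library and not its line, so a difference between genotypes can also be one between lines, and replicates can be of the same line. From agg-3 on, RNA came from oocytes sorted for SC, a reporter of stella, and cDNA was amplified by PCR before sequencing. A non-directional library kit was used up to agg-7 and a directional kit from agg-9, so the kit changes along with the stage in any range or change given over both. The labels place the 3 genotypes on the same sequencing lane at ESCs, EpiLCs, PGCLCs, agg-7 and agg-11. At agg-3 XX was on another lane than XO and XY, and at agg-5 XO was on another lane than XX and XY, so lane and genotype are confounded in these comparisons. At agg-9 and agg-13 the XX libraries were divided between a pair of lanes, one of which held XO and XY. The authors removed short and low-quality reads and adaptor sequence, mapped the reads to the mouse genome mm10 with STAR and counted singly mapped reads on RefSeq mRNAs with featureCounts, without regard to strand and once for each gene that a read overlapped. They deposited these counts for 20660 genes without normalization, and TPM for 20661 genes, the additional gene being Il2. The sum of counts over genes was between 10139556 and 19902919 per library (median 13024755) in the 48 non-directional libraries and between 4520780 and 5825155 (median 5255503) in the 18 directional ones. In ESCs the totals were 13032465 to 13246421 in XX (median 13139443), 11986366 to 12298683 in XO (median 12142524.5) and 12853182 to 16949396 in XY (median 14901289). EpiLC libraries had 15370336 to 19902919 in XX (median 17636627.5), 12764133 to 13550259 in XO (median 13157196) and 10934400 to 12714799 in XY (median 11824599.5). For PGCLCs the range was 12681273 to 13600221 in XX (median 13164497), 14354008 to 16208461 in XO (median 15450568) and 10139556 to 12046220 in XY (median 11957194). At agg-3 it was 11598070 to 15323507 in XX (median 14466558), 10878577 to 12839852 in XO (median 10973712) and 13017045 to 13335652 in XY (median 13278079). Libraries of agg-5 held 13413868 to 15342006 in XX (median 14793039), 10478377 to 15289909 in XO (median 13345885) and 12015830 to 14326469 in XY (median 13409706). Those of agg-7 held 11952956 to 12115684 in XX (median 12002559), 11259992 to 14141453 in XO (median 11423617) and 10398067 to 13615233 in XY (median 11330302). With the directional kit, agg-9 libraries held 4813728 to 5424595 in XX (median 5119161.5), 4520780 to 5213325 in XO (median 4867052.5) and 4980683 to 5209573 in XY (median 5095128). The agg-11 totals were 5376581 to 5484467 in XX (median 5430524), 5014011 to 5457268 in XO (median 5235639.5) and 4740355 to 5008747 in XY (median 4874551). Finally, agg-13 libraries held 5297681 to 5825155 in XX (median 5561418), 5443882 to 5463523 in XO (median 5453702.5) and 4839026 to 5733890 in XY (median 5286458). Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM scaling, with the 3 genotypes of a stage in one fit, and a Benjamini-Hochberg adjusted p under 0.05 was taken as the threshold for DEGs without a minimum fold change. Changes with time were tested in a fit of agg-3, agg-5 and agg-7 and another of agg-9, agg-11 and agg-13. Distances between libraries, PCA and the X/A ratio were computed from TPM. In counts simulated for 200 changed genes, the test recovered 78% of those with an absolute log2 fold change of 2 at agg-7 and 75% at agg-9, and 52.5% and 11% of those with a log2 fold change of 1.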

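In a PCA of the group means of log2(TPM + 1) over 13566 genes with a mean TPM of at least 1, the first components from ESCs to agg-7 held 54.8%, 22.1% and 12.4% of the variance. With the samples taken as variables and no centring on genes they held 87.0%, 6.75% and 2.97%. Similarity was measured as the root mean square log2 difference per gene between libraries, averaged between genotypes and within them. In ESCs the distance was 0.574 between XX and XO against 0.316 within these genotypes, 0.553 against 0.286 for XX and XY, and 0.335 against 0.296 for XO and XY. In EpiLCs it was 0.447 against 0.241 for XX and XO and 0.507 against 0.247 for XX and XY. With 2 libraries against 2 the smallest exact permutation p is 0.333. In PGCLCs the distance was 0.427 against 0.275 for XX and XO and 0.357 against 0.276 for XX and XY (two-sided exact permutation tests, p = 0.1 each, the smallest that 3 libraries against 3 allow). At agg-3 it was 0.602 against 0.339 for XX and XO (exact permutation p = 0.1) and 0.472 against 0.400 for XX and XY (exact permutation p = 0.2). The latter difference of 0.0724 was 0.0123 without XX agg-3 replicate 3 and 0.164 without XY agg-3 replicate 3. Between XX and XO in ESCs the difference of 0.258 rose to 0.316 with a pseudocount of 0.1 in place of 1, the largest change that any other setting made to it. XX against XO and XX against XY gave 2376 and 2188 DEGs of 12625 genes tested in ESCs, 2756 and 4374 of 13196 in EpiLCs, 3274 and 823 of 12891 in PGCLCs, and 5659 and 520 of 13256 at agg-3. Of the DEGs higher in XX ESCs, 28.0% against XO and 28.1% against XY were X-linked, compared with 3.70% of the genes tested. With the replicate number as a block, which pairs the libraries of ESCs and EpiLCs, 4855 genes against XO and 4585 against XY passed the threshold in ESCs and 5152 against XO in EpiLCs. With each library left out in turn, XX against XY gave from 414 genes (without XX PGCLC replicate 2) to 1147 in PGCLCs and from 173 (without XX agg-3 replicate 2) to 680 at agg-3.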

Principal component analysis (PCA) of the expression profiles showed that the expression profiles of XX, XO and XY were similar before and at agg-3 (Fig 2A), suggesting that differentiation from ESCs to early oocytes underwent in a similar manner. At agg-5 and -7, dynamic alteration of gene expression profile was observed in XX oocytes, but such alteration was observed to a lesser degree in XO and XY oocytes (Fig 2A), suggesting that the differentiation of XO and XY oocytes was delayed. This was not due to a difference in the somatic cell environment, since the expression of key genes, such as RA-related genes and BMPs, was comparable among rOvaries harboring XX, XO or XY oocytes (S3 Fig). 

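Progress was computed for each library as its change from the agg-3 mean of its own genotype, projected on the change of the XX mean from agg-3 to agg-7 over 13544 genes, so that 100% is the whole change seen in XX. At agg-5 XX libraries had covered 67.7% ± 4.23 of that change (SD, n = 3), XO libraries 53.6% ± 10.6 (two-sided exact permutation p = 0.2) and XY libraries 57.4% ± 12.2 (exact permutation p = 0.3). At agg-7 the values were 94.8% ± 10.0 in XX, 83.7% ± 4.85 in XO (exact permutation p = 0.2) and 87.4% ± 3.60 in XY (exact permutation p = 0.3), where 0.1 is the smallest p possible. Each XX library of agg-7 was projected on a change computed without it, so the XX mean at agg-7 need not be 100%. XO and XY libraries were projected on the change of the full XX mean. Over both stages XX minus XO was 0.126 of the change (exact permutation p = 0.025 over 400 arrangements) and XX minus XY was 0.0885 (exact permutation p = 0.08). This test leaves out the spread between the agg-3 libraries. In simulated groups of equal progress, the same projection put the group that sets the direction ahead by 0.0239. A projection corrected for noise, chosen after seeing the data, with the genotypes relabelled at all of the stages, gave 0.126 for XO and 0.0872 for XY. A projection on the change of both genotypes pooled, also chosen after seeing the data, gave 0.0492 (exact permutation p = 0.755) and 0.0749 (exact permutation p = 0.359). With the genotypes exchanged only between libraries of the same replicate number, also chosen after seeing the data, XX was ahead of XO in 6 of 6 pairs in the planned projection (exact permutation p = 0.0312, the smallest that 64 arrangements can give) and ahead of XY in 5 of 6 (exact permutation p = 0.0625). Exchanged in this way at agg-3 as well, the pooled projection gave exact permutation p = 0.805 for XO and 0.457 for XY. No test of XX minus XY thus passed 0.05, and that of XX minus XO passed only in the planned projection. All of these projections start from the agg-3 mean of each genotype, so a lag already present at agg-3 is not counted. In the PCA of group means, the first component at agg-3 was 23.7 in XX, -8.81 in XO and 13.5 in XY. At agg-7 it was 111, 91.2 and 105. In XX it rose with each stage from ESCs to agg-7. With a pseudocount of 0.1, the planned projection gave 0.0766 for XX minus XO over both stages (exact permutation p = 0.145) and did not pass. Without XX agg-7 replicate 2, XX minus XO at agg-7 was 0.00260 in place of 0.111 in the planned projection, and XX minus XY was -0.0471 in place of 0.0743. In the projection corrected for noise, XX minus XO was then 0.0618 in place of 0.118. XX minus XY was 0.00709 in place of 0.0795. From agg-3 to agg-5, 9527 genes changed in XX, 9095 in XO and 9295 in XY, and from agg-3 to agg-7 10855, 10484 and 10218 of 14888 genes tested. The change itself from agg-3 to agg-7 differed between XX and XO in 3696 genes, of which 1007 were higher and 2689 lower in XX, and between XX and XY in 370 genes, of which 89 were higher and 281 lower. This split depends on the scale of the libraries: with that of XX agg-7 shifted by -0.2 on the log2 scale it was 2097 higher and 1771 lower for XO, and with a shift of -0.1 it was 168 and 125 for XY. The latter count lay between 67 (without XY agg-3 replicate 1) and 870 (without XX agg-7 replicate 1) with each library left out in turn. The mean distance from agg-3 to agg-7 was 1.33 in XX against 0.469 between libraries of a stage, 1.27 against 0.405 in XO and 1.26 against 0.515 in XY.

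**Figure D1:**
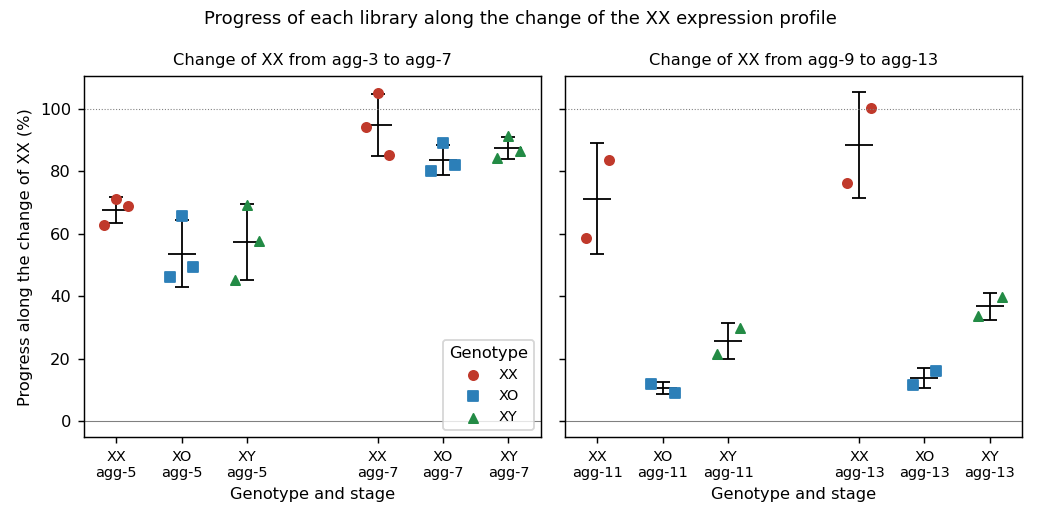
Progress of each library along the change of XX, in percent, at agg-5 and agg-7 (from agg-3) and at agg-11 and agg-13 (from agg-9), for XX, XO and XY. Points are libraries and bars are the mean and SD; at agg-7 the means are 94.8% in XX, 83.7% in XO and 87.4% in XY.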

Analysis of the differentially expressed genes (DEGs) at agg-7 revealed that the genes related to an advanced stage of oogenesis, such as *Nobox*, *Figla* and *Sohlh1*, were enriched in XX oocytes (Fig 2B). In contrast, genes related to PGCs or the early meiotic process, such as *Pou5f1*, *Nanog*, *Sox2* and *Stra8*, were enriched in XO. This was also the case in XY, although to a lesser degree: *Stra8* and several Y-linked genes were enriched in XY. This transcriptome analysis indicated that meiosis entry and/or progression was delayed in XO and XY oocytes, compared to XX oocytes. It was also clear that the gene expression profile was dynamically changed between agg-9 and agg-11, and further changed at agg-13, in XX oocytes (Fig 2C). In contrast, only a subtle change of gene expression profiles was observed during the same period in XO and XY oocytes (Fig 2C). 

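At agg-7, 4092 of 14398 genes differed between XX and XO, 1844 of them higher and 2248 lower in XX, and 841 differed between XX and XY, 508 of them higher and 333 lower. All of these libraries were sequenced on the same lane. The number of DEGs depended on single libraries, from 2160 (without XO agg-7 replicate 1) to 4043 for XX against XO and from 110 (without XX agg-7 replicate 2) to 1519 (without XX agg-7 replicate 1) for XX against XY. The replicate numbers pair the libraries at agg-7, and with the number as a block 6468 genes (2984 higher and 3484 lower) and 3389 genes (1697 higher and 1692 lower) passed the threshold. With only the XX and XY libraries in the fit, 150 genes differed between them, the lowest count with all libraries kept. Nobox (chromosome 6, 43303674 to 43309554) had a TPM of 37.6 ± 20.2 (SD, n = 3) in XX and 2.57 ± 0.798 in XO, a log2 fold change of 3.77 (standard error 0.55, adjusted p = 0.00184 from edgeR's quasi-likelihood test). Figla (chromosome 6, 86017191 to 86020996) had 313 ± 139 in XX and 65.8 ± 9.61 in XO, a log2 fold change of 2.17 (standard error 0.36, adjusted p = 0.0041). Sohlh1 (chromosome 2, 25842997 to 25847248) had 176 ± 105 in XX and 14.9 ± 4.78 in XO, a log2 fold change of 3.47 (standard error 0.56, adjusted p = 0.00477). For each of these genes every XX library was above every XO library, and no library left out took the adjusted p of edgeR over 0.05. All 10 genes that Fig 2B marks as higher in XX than XO were DEGs in that direction, over all genes and adjusted over the list alone, but the paper chose them on these libraries. The smallest p among DEGs with libraries apart belonged to the X-linked genes Prps1 (81.6 against 15.3 TPM, log2 fold change 2.33) and Maoa (161 against 56.4, log2 fold change 1.43), and to Yy2.

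**Figure D2:**
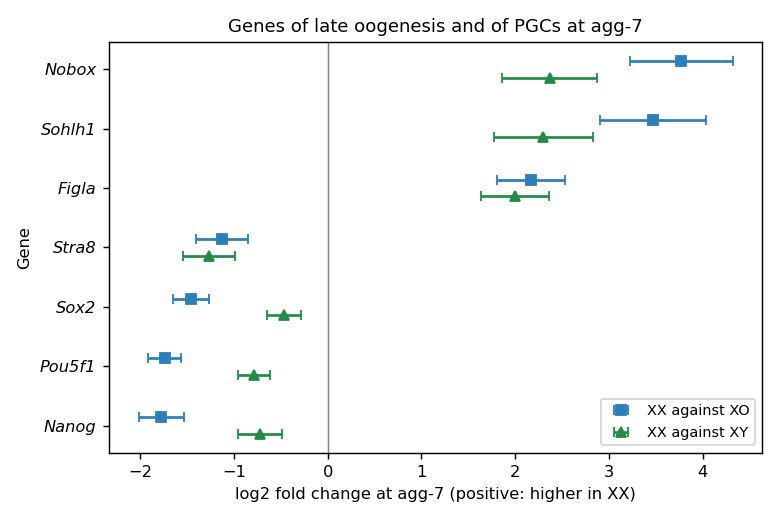
log2 fold change of XX against XO and of XX against XY at agg-7 for Nobox, Sohlh1, Figla, Stra8, Sox2, Pou5f1 and Nanog, with bars for the standard error. Against XO, Nobox is at 3.77, Sohlh1 at 3.47 and Figla at 2.17, and the other genes lie below 0.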

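Pou5f1 (chromosome 17, 35506032 to 35510777) had a TPM of 132 ± 25.1 (SD, n = 3) in XX and 414 ± 60.2 in XO at agg-7, a log2 fold change of -1.74 (standard error 0.18, adjusted p = 0.000299 from edgeR's quasi-likelihood test). Nanog (chromosome 6, 122707489 to 122714633) had 19.4 ± 7.16 in XX and 62.8 ± 9.89 in XO, a log2 fold change of -1.78 (standard error 0.24, adjusted p = 0.000788). Sox2 (chromosome 3, 34650005 to 34652460) had 66.5 ± 12.5 and 172 ± 31.7, a log2 fold change of -1.46 (standard error 0.19, adjusted p = 0.000739). Stra8 (chromosome 6, 34920960 to 34939342) had 487 ± 174 and 997 ± 133, a log2 fold change of -1.13 (standard error 0.28, adjusted p = 0.0195). Stra8 passed the threshold in 2 of the 6 fits that each left out a library, and its adjusted p in edgeR reached 0.0755 without XO agg-7 replicate 1. The other genes passed in all of these fits. Of 29 genes tested in a list of PGC and pluripotency genes written before the data were examined, 25 were lower in XX past the threshold, over all genes and adjusted over the list alone, and none was higher, with a median log2 fold change of -1.68 (adjusted p = 1.5e-13 from limma's camera with an inter-gene correlation of 0.01). Prdm1 (20.6 TPM in XX against 66.9 in XO, log2 fold change -1.79) and the X-linked gene Rhox5 (264 against 774, log2 fold change -1.63) had the smallest p among genes lower in XX. Rpl13 (165 against 451, log2 fold change -1.54) was also among them, but its level is uncertain because ribosomal protein genes have near-identical copies between which reads can be divided.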

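Against XY oocytes at agg-7, Stra8 had a log2 fold change of -1.27 (standard error 0.28, adjusted p = 0.041 from edgeR's quasi-likelihood test), with 1138 ± 237 TPM (SD, n = 3) in XY. Of the 6 fits that each left out a library, 1 kept the adjusted p of Stra8 under 0.05 in edgeR, and it reached 0.145 without XX agg-7 replicate 3. Pou5f1 had a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.031), and its adjusted p reached 0.118 without XX agg-7 replicate 2. Nanog and Sox2 did not pass the threshold, with log2 fold changes of -0.72 (standard error 0.24, adjusted p = 0.0979) and -0.47 (standard error 0.19, adjusted p = 0.159), but they did with the replicate block, at adjusted p = 0.00262 and 0.00331 in edgeR. Nanog, but not Sox2, also passed with DESeq2 (adjusted p = 0.0305). Of the 6 fits that left out a library, it passed in 1, that without XX agg-7 replicate 1 (adjusted p = 0.0124 in edgeR). Nobox was higher in XX than XY with a log2 fold change of 2.37 (standard error 0.51, adjusted p = 0.0354) and Figla with 2.00 (standard error 0.36, adjusted p = 0.0255). Sohlh1 had a log2 fold change of 2.30 (standard error 0.53, adjusted p = 0.0539), and of 2.16 with an adjusted p of 0.000786 in edgeR with the block. Without XX agg-7 replicate 2, the adjusted p in edgeR was 0.104 for Figla and 0.124 for Nobox. On the Y chromosome, Eif2s3y (1010612 to 1028598) had 1.62 TPM in XX and 188 ± 24.4 in XY, a log2 fold change of -6.90 (standard error 0.95, adjusted p = 0.0187). Ddx3y (1260715 to 1286613) had 0.823 in XX and 25.6 ± 2.20 in XY, a log2 fold change of -5.0 (standard error 1.01, adjusted p = 0.04). With single libraries left out the adjusted p in edgeR reached 0.0932 for Eif2s3y and 0.15 for Ddx3y, both without XX agg-7 replicate 2. Uba1y (818713 to 844224) had no count in XX and 70.7 ± 7.39 TPM in XY (adjusted p = 3.8e-05). The 5 genes that Fig 2B marks as higher in XY were all lower in XX past the threshold, and 6 of the 7 Y-linked genes of Fig 5A that were tested. Of the 10 genes that it marks as higher in XX than XY, 6 passed the threshold over all genes and 10 adjusted over the list alone. Mid1 (X chromosome, 169685199 to 169990797) had 11 ± 3.76 in XX and 303 ± 27.9 in XY, a log2 fold change of -4.81 (standard error 0.27, adjusted p = 0.000381).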

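Gene lists were tested with limma's camera, in 55 tests of 11 lists, with the adjusted p taken over all of them. Those of PGC and pluripotency, meiotic prophase, oocyte growth and gonadal somatic genes were written before the data were examined. The others hold genes marked in the paper's figures, which rest on these libraries. At agg-7 the list of oocyte growth genes was higher in XX than XO (24 genes tested, 10 higher and 1 lower past the threshold, median log2 fold change 0.98, adjusted p = 0.000458 in limma) and than XY (5 higher, none lower, median 0.56, adjusted p = 0.000128). The list of genes of meiotic prophase was higher in XX than XO (35 genes, 14 higher and 4 lower, median 0.23, adjusted p = 0.0017) but not different from XY (median -0.04, adjusted p = 0.779). The PGC list was lower in XX than XY, with 8 of its genes lower over all genes and 17 adjusted over the list alone (median -0.64, adjusted p = 6.4e-08). At agg-5, where lane and genotype of XO are confounded, the meiotic list was higher in XX than XO (29 genes higher, none lower, median 1.01, adjusted p = 9.9e-09) and than XY (none past the threshold singly, median 0.29, adjusted p = 0.00109), and the PGC list was lower (medians -1.20 and -0.39, adjusted p = 1.4e-08 and 0.00221). Gonadal somatic genes differed between XX and XO at agg-5 (median 0.51, adjusted p = 0.0187) but not at agg-7 (median 0.40, adjusted p = 0.217, or 0.0246 with the replicate block). Under fry, the calls at agg-7 held except that of the meiotic list against XO (adjusted p = 0.0576), and those against XY at agg-5 were lost. With a correlation between genes estimated from the data, no list but that of the Y-linked genes at agg-5 (adjusted p = 0.022) passed the threshold. From the lower level of genes of advanced oogenesis and the higher level of PGC and early meiotic genes at agg-7, the paper concludes that meiotic entry or progression was delayed in XO and XY oocytes.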

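From agg-9 to agg-11, 1108 of 14764 genes changed in XX oocytes, 551 of them up and 557 down. The count was 9 with only these 4 libraries in the fit and 2187 with DESeq2. From agg-11 to agg-13 no gene passed the threshold in XX, while 1027 had an unadjusted p under 0.05. With DESeq2, 47 genes passed it in that step. In simulated data of the same libraries, edgeR recovered 49.5% of 200 genes changed by an absolute log2 fold change of 2 from agg-9 to agg-11 and 45.5% from agg-11 to agg-13. The mean distance between XX libraries of agg-9 and agg-11 was 1.23 against 0.969 between libraries of a stage, and from agg-11 to agg-13 it was 0.869 against 0.908. Between agg-9 and agg-13 it was 1.39 against 0.755. The first components of the group means of agg-9 to agg-13 held 56.7%, 22.5% and 6.24% of the variance over 14324 genes.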

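Between agg-9 and agg-11 no gene passed the threshold in XO or XY, while 188 in XO and 2202 in XY had an unadjusted p under 0.05. DESeq2 gave 1 gene in XO and 419 in XY. No gene passed in the step from agg-11 to agg-13 either (248 in XO and 1374 in XY at an unadjusted p under 0.05), and DESeq2 gave 1 and 11. The test of the difference itself found 22 genes whose change from agg-9 to agg-11 differed between XX and XO (12 higher and 10 lower in XX, 1719 at an unadjusted p under 0.05) and 65 between XX and XY (26 higher and 39 lower, 2125 at an unadjusted p under 0.05). With DESeq2 these were 323 and 615. The split into higher and lower genes depends on the scale of the libraries. With that of XX agg-11 shifted by -0.1 on the log2 scale it was 33 higher and 22 lower for XY. With a shift of 0.1 it was 12 and 18 for XO. Mean distances from agg-9 to agg-11 were 0.609 in XO, against 0.573 between libraries of a stage, and 0.918 in XY against 0.694. From agg-11 to agg-13 they were 0.696 against 0.706 in XO and 1.02 against 1.04 in XY.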

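In XX oocytes, Zp1 (chromosome 19, 10914296 to 10920601), which encodes a protein of the zona pellucida, rose from 37.8 ± 45.0 TPM (SD, n = 2) at agg-9 to 1122 ± 226 at agg-11, a log2 fold change of 4.92 (standard error 0.85, adjusted p = 0.00853 from edgeR's quasi-likelihood test). Zp2 (chromosome 7, 120132361 to 120145290) rose from 167 to 3532 TPM (log2 fold change 4.43, adjusted p = 0.0217) and Zp3 (chromosome 5, 135980105 to 135988624) from 102 to 3761 (5.24, adjusted p = 0.0154). Gdf9 (chromosome 11, 53433286 to 53437902) rose from 29.5 to 719 (4.63, adjusted p = 0.013), Npm2 (chromosome 14, 70647302 to 70653084) from 13 to 1116 (6.38, adjusted p = 0.00101) and Bmp15 (X chromosome, 6314106 to 6320723) from 0.767 to 20.7 (4.73, adjusted p = 0.0161). Stra8 fell from 892 to 45.1 TPM, a log2 fold change of -4.42 (standard error 0.72, adjusted p = 0.00639). Rec8 (chromosome 14, 55618166 to 55625395) went from 121 to 7.60 (log2 fold change -4.23, adjusted p = 0.00791), Nanog from 46.8 to 1.66 (-5.03, adjusted p = 0.0356) and Sox2 from 190 to 9.30 (-4.58, adjusted p = 0.0262). Of the genes marked in Fig 2D, 7 of 9 passed the threshold upwards and 5 of 6 downwards, and 8 and 6 adjusted over the list alone, which the paper chose on these libraries. The smallest p among genes with libraries apart belonged to Gyg (73.8 to 374 TPM, log2 fold change 2.34), Tubg2 (6.93 to 137, 4.27) and Pla2g4c (4.86 to 81.1, 3.91) upwards, and to Ncapd2 (107 to 22.6, -2.32), Foxh1 (101 to 2.17, -5.69) and Maz (352 to 131, -1.49) downwards.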

The DEGs upregulated during the period were genes involved in oocyte growth, such as *Zp1*, *Zp2*, *Zp3*, *Gdf9*, *Npm2* and *Bmp15*, and the DEGs downregulated were genes involved in meiotic prophase I or pluripotency, such as *Stra8*, *Rec8*, *Nanog* and *Sox2* (Fig 2D). This observation indicates that the differentiation of XO and XY oocytes was arrested before the initiation of oocyte growth. 

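Along the change of the XX mean from agg-9 to agg-13 over 14324 genes, XX libraries had covered 71.2% ± 17.8 (SD, n = 2) at agg-11, XO libraries 10.5% ± 1.93 and XY libraries 25.6% ± 5.85. At agg-13 the values were 88.3% ± 17.0 in XX, 13.8% ± 3.23 in XO and 36.8% ± 4.34 in XY. Each XX library of agg-13 was projected on a change computed without it, and so with the other XX library of agg-13 alone. Every XX library lay above every XO and XY library at both stages. Over both stages XX minus XO was 0.676 and XX minus XY 0.486 of the change (two-sided exact permutation tests, p = 0.0556 each, the smallest that 36 arrangements allow). The projection corrected for noise gave 0.723 and 0.494. The projection on the pooled change gave 0.943 (exact permutation p = 0.0463) and 0.390 (exact permutation p = 0.13). Leaving out a library, other than those of XX agg-13, kept XX minus XO between 0.613 and 0.738 and XX minus XY between 0.423 and 0.573. The distance between XX and XO was 0.784 at agg-9 against 0.704 within them, 1.41 at agg-11 against 0.848, and 1.55 at agg-13 against 0.774. For XX and XY it was 0.744 against 0.688, 1.39 against 0.990 and 1.54 against 0.978. XX against XO gave no DEG at agg-9 (1339 genes at an unadjusted p under 0.05), 2688 at agg-11 and 3382 at agg-13, and XX against XY gave 5, 2491 and 2547. With DESeq2 the counts at agg-9 were 157 against XO and 85 against XY. The projection counts only change along that of XX. From agg-9 to agg-13 the mean distance was 1.17 in XY against 0.891 between libraries of a stage. It was 0.779 against 0.713 in XO and 1.39 against 0.755 in XX. The XY value includes XY agg-13 replicate 2, which held many macrophage transcripts. The paper describes only a subtle change in XO and XY. From this and the change of XX towards growth between agg-9 and agg-11, it concludes that XO and XY oocytes were arrested before oocyte growth.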

Consistent with this suggestion, the number of XO and XY oocytes rapidly dropped after agg-11 (Fig 1D). Moreover, two typical apoptosis markers, active Caspase 3 and cleaved PARP1, were more frequently observed in XO and/or XY oocytes than XX oocytes (Fig 2E and 2F). Collectively, these transcriptome and immunofluorescence analyses indicated that the lower productivity of XO and XY oocytes was mainly due to a delay in the early differentiation process and termination before oocyte growth.

**Fig 2:**
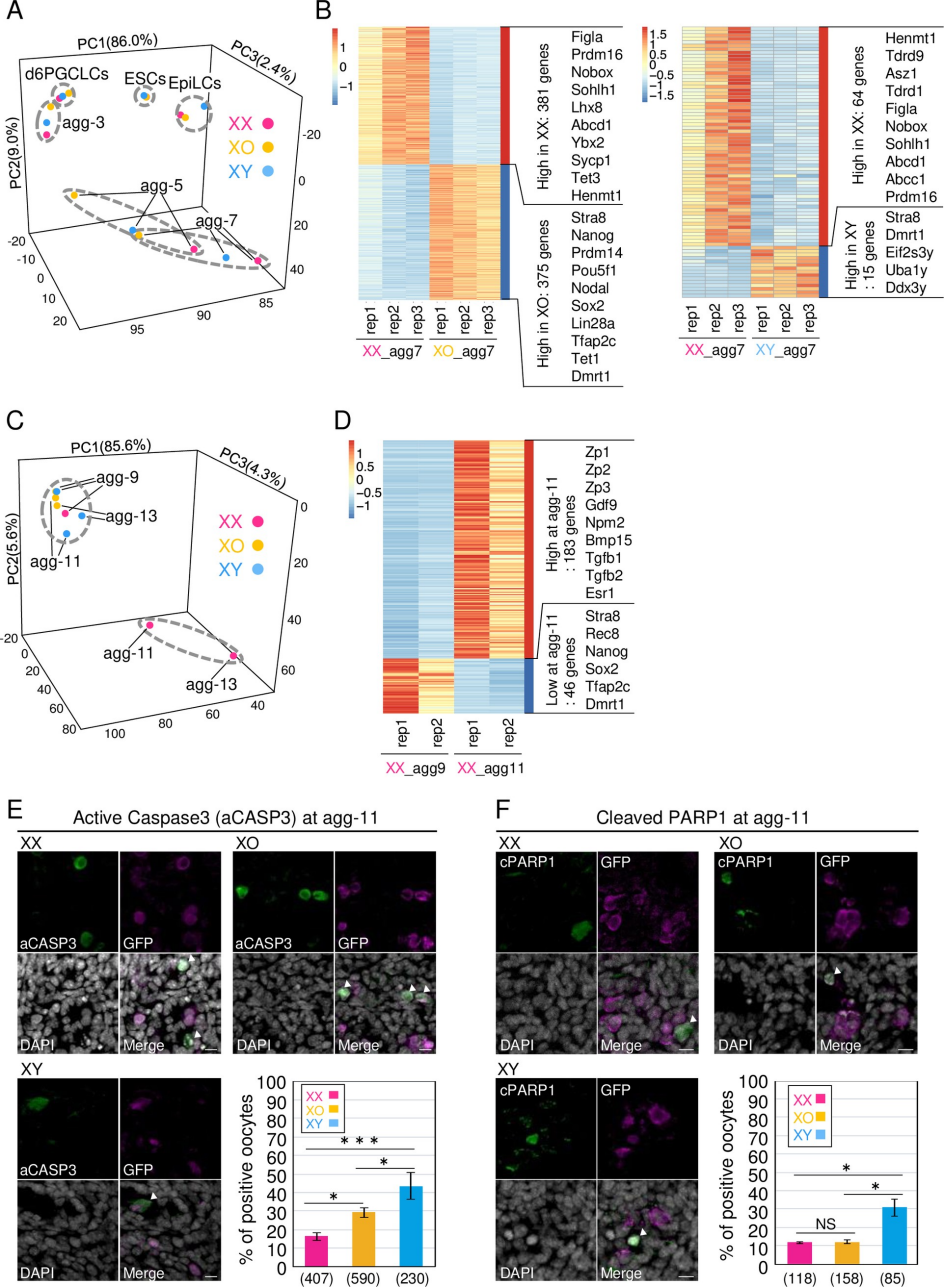
Transcriptome analysis of XX, XO and XY oogenesis *in vitro*. (**A**) PCA analysis of ESCs, EpiLCs, PGCLCs and PGCLCs/oocytes in agg-3-7. Each dot represents the data compiled from three independent experiments, except in the case of ESCs, where the dots represent the data from two independent experiments. (**B**) Heatmap analysis of the transcriptome of agg-7. The heatmap and clustering are based on the average of the transcripts per million (TPM) gene expression levels. The number of DEGs and representative genes are shown at the right of the heatmap. (**C**) PCA analysis of PGCLCs/oocytes in agg-9-13. Each dot represents the data compiled from two independent experiments. (**D**) Heatmap analysis of the transcriptomes of agg-9 and -11. The heatmap and clustering are based on the average of the transcripts per million (TPM) gene expression levels. The number of DEGs and representative genes are shown at the right of the heatmap. (**E**) Immunostaining of active Caspase 3. The graph depicts the results of the immunostaining analysis. (**F**) Immunostaining of cleaved PARP1. The graph depicts the results of the immunostaining analysis. Scale bars, 10 μm. The data was compiled from at least three independent experiments. *P* values were calculated by Tukey’s HSD test. ***P<0.001, *P<0.05; NS, not significant.

### Delayed meiotic entry and progression in XO and XY oocytes

As described above, the transcriptome analysis indicated that the timing of the meiotic initiation was delayed in XO and XY PGCLCs/oocytes. To confirm this, the expressions of SYCP3, NANOG and GFP (for BV and SC), which are markers of meiotic entry, pluripotency and PGCs/oocytes from ESCs, respectively, were examined at various stages of IVDi culture by immunofluorescence analysis. Among XX PGCLCs/oocytes, almost all (95.5%) were positive for SYCP3, demonstrating that they entered meiosis by agg-7 (Fig 3A and 3B). In contrast, a certain population (about 25%) of XO or XY PGCLCs/oocytes remained negative for SYCP3 but positive for NANOG at agg-7 (Fig 3A and 3B). The percentage of SYCP3-negative and NANOG-positive PGCLCs was significantly higher in XO and XY than in XX at agg-5 and -7. EdU incorporation was observed in 25% of XO or XY PGCLCs/oocytes, most of which were NANOG-positive PGCLCs (Fig 3C and 3D), reinforcing the notion that NANOG-positive PGCLCs were still mitotic. This is at least partly consistent with evidence that the numbers of XY PGCLCs/oocytes at agg-9 were significantly higher than the numbers of XX oocytes (Fig 1D). These results demonstrated that the timing of meiotic initiation was indeed delayed in XO and XY PGCLCs/oocytes. However, this finding appeared to be inconsistent with a previous report in which meiotic entry was shown to be regulated by the somatic environment, irrespective of the sex of germ cells [3]. To investigate this discrepancy, we repeated the previous experiment with slight modifications using PGCs derived *in vivo* (Fig 3E). When E10.5 XX- or XY-PGCs were aggregated with E12.5 female gonadal somatic cells, a delay of meiotic initiation was still observed (Fig 3F). Although the difference between XX and XY PGCs was lower than the difference between XX and XY PGCLCs, the percentage of SYCP3-positive oocytes was significantly lower in XY than in XX, and *vice versa*: the percentage of NANOG-positive PGCs was significantly higher in XY than in XX (Fig 3F and 3G). These results were consistent with the previous report: the percentage of meiotic cells was slightly lower in XY germ cells (84%, n = 271) than in XX (93%, n = 260), although a statistical analysis was not performed in the study [3]. In addition, a similar trend was observed in the gene expression profile of *Sry*-mutant XY female (XY^**Δ**Sry^) [18]: *Nanog* expression was higher in E13.5 XY^**Δ**Sry^ PGCs than in E13.5 XX PGCs, and *Sycp3* expression was lower in in E13.5 XY^**Δ**Sry^ PGCs than in E13.5 XX PGCs (S4 Fig). Collectively, these results demonstrate that the timing of the meiotic initiation was delayed in XO and XY PGCLCs/oocytes.

**Fig 3:**
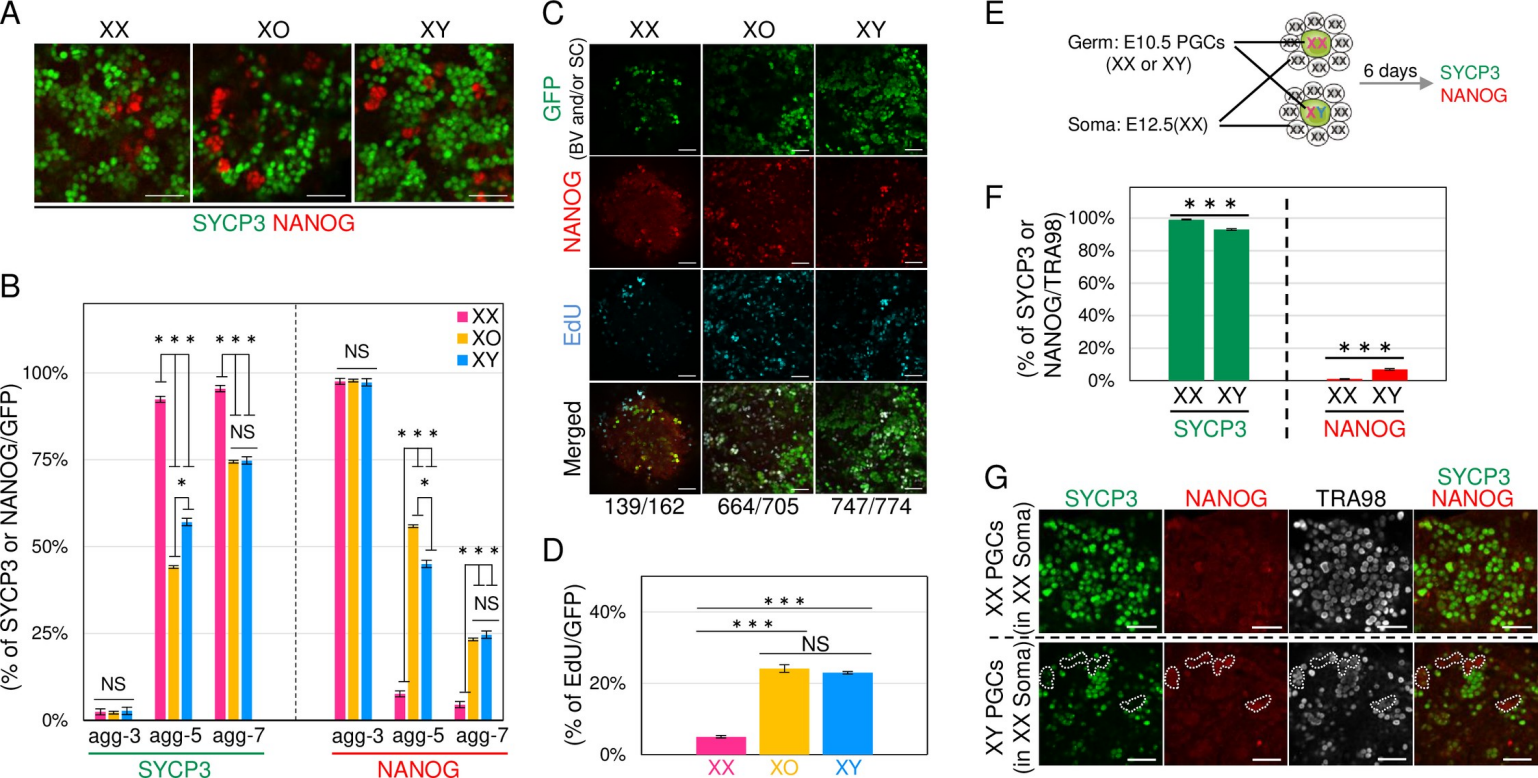
Meiotic initiation and progression in XX, XO and XY PGCLC/oocytes. (**A**) Meiotic initiation in XX, XO and XY PGCLC/oocytes. Images show the immunofluorescence analysis of SYCP3 (green) and NANOG (red) in PGCLCs/oocytes at agg-7. Scale bars, 50 μm. (**B**) Time-course of meiotic entry. The graph shows the average percentage and SD of SYCP3- or NANOG-positive cells at the days indicated. The data were compiled from two independent experiments. (**C**) EdU incorporation into NANOG-positive cells. Images show the immunofluorescence analysis of BV/SC (green), NANOG (red), EdU (Blue) and their merged images in rOvaries. The number below the images indicates NANOG-positive cells per EdU-positive cells. Scale bars, 50 μm. (**D**) The percentage of EdU-positive cells per BV- and/or SC-positive cells. The graph indicates the average percentage and SD of EdU-positive cells per BV- and/or SC-positive cells. The data were compiled from two independent experiments. (**E**) Schematic diagram of the reconstitution experiment using PGCs derived in vivo. XX or XY PGCs of E10.5 embryos were reaggregated with gonadal somatic cells of E12.5 female embryos. (**F**) The percentage of cells entering meiosis. The graph shows the average percentage and SD of SYCP3- or NANOG-positive cells at the days indicated. The data was compiled from four independent experiments. *P* values were calculated by *t*-test. ***P<0.001. (**G**) NANOG-positive XY germ cells in the rOvary. Images show the immunofluorescence analysis of SYCP3 (green), NANOG (red), TRA98 (a marker of germ cells: white) and their merged images. The dashed lines indicate representative NANOG-positive germ cells. Scale bars, 50 μm.

### Mispairing of sex chromosome(s) in XO and XY oocytes

In order to gain a deeper understanding of the delayed oogenesis in XO and XY oocytes, the progression of meiotic prophase I, in which homologous chromosomes pair through leptotene, zygotene, pachytene and diplotene stages, was determined on the basis of a previous report [19]. At agg-5, the percentage of oocytes in each stage was not clearly different among the XX, XO and XY oocytes (Fig 4A), though we should consider that a small number of endogenous oocytes (usually less than 10% of oocytes [16]) would have been in the pachytene and diplotene stages. Therefore, the pachytene oocytes at this stage may have been derived from endogenous oocytes. At agg-7, about 50% of XX oocytes proceeded to the pachytene or subsequent diplotene stage. In contrast, more than 50% of XO and XY oocytes were still at the zygotene stage. At agg-9, more than 30% of XX oocytes proceeded to the diplotene stage, whereas the percentage of XO and XY oocytes at the zygotene stage remained constant (Fig 4A). On the other hand, the percentage of XO and XY oocytes at the leptotene stage was increased. This may have been due to cells that *de novo* entered meiosis at this stage. Based on these observations, XO and XY oocytes were likely arrested at the zygotene stage. Since meiotic arrest at the zygotene stage is caused by mispairing of homologous chromosomes, we analyzed the asynapsis rate in XX, XO and XY oocytes. We counted oocytes that have more than 1 pair of homologous chromosomes that are completely aligned, based on immunofluorescence analysis of SYCP1 and SYCP3. Under this criterion, 44.4% of XX oocytes completed the synapsis of all homologous chromosomes (Fig 4B). In contrast, we could not find any XO or XY oocytes that completed synapsis. This may have been simply due to a lack of chromosomes homologous to the X chromosome in XO or XY oocytes. To evaluate this possibility, we performed fluorescence *in situ* hybridization to identify sex chromosomes. As expected, none of the X chromosomes in XO oocytes were paired (Fig 4B). Among the samples tested, we could not detect a typical self-pairing of X chromosomes. In XY oocytes, the sex chromosomes were separated, with the exception that 1 of the 66 oocytes showed paired sex chromosomes (Fig 4B). The rare pairing of the sex chromosomes in XY oocytes is consistent with a previous result showing rare formation of the XY body in the XY^TIR^ female [20, 21]. Interestingly, the pairing rate of autosomes was not different between XX, XO and XY oocytes, whereas the sex chromosomes were more prone to mispairing than autosomes even in XX oocytes (Fig 4C). These findings indicated that the sex chromosomes were distinct from autosomes in terms of the pairing of homologous chromosomes during meiotic prophase I. Because the asynapsis domain(s) of the chromosome are marked by phosphorylated H2AX (γH2AX), the cloudy signals of γH2AX were detectable at a majority of the chromosomal domains stained with SYCP3 but not SYCP1, which were not paired regions (S5A Fig). There were several partial asynapses observed at the end of the autosomes (Fig 4B, arrowheads). Therefore, we classified the pattern of asynapsed bivalents, and found that asynapsis at the end was most frequent in XX, XO and XY oocytes, and the distribution of the patterns was not different among these genotypes (S5B Fig). It is known that asynapsis of chromosome(s) activates checkpoint protein CHK2 [22]. Therefore, we tested whether inhibitors of CHK2 can rescue the loss of XO and XY oocytes. Although we used three different commercially available inhibitors (C3742, PV1019 and CCT241533) at the highest concentration that did not affect oocyte viability, none of them restored the number of XO and XY oocytes (S6A Fig). This indicates that a CHK2-independent pathway is involved in the elimination of these oocytes. Supporting this idea, the frequency of oocytes with phosphorylated CHK2 (pCHK2), an activated form of CHK2, was comparable between XX, XO and XY oocytes in rOvaries as well as P1 ovaries *in vivo* (S6B Fig). Further, such involvement of a CHK2-independent pathway might be consistent with a recently proposed model that oocytes with a smaller number of asynapses are eliminated by a CHK2-independent pathway [22].

**Fig 4:**
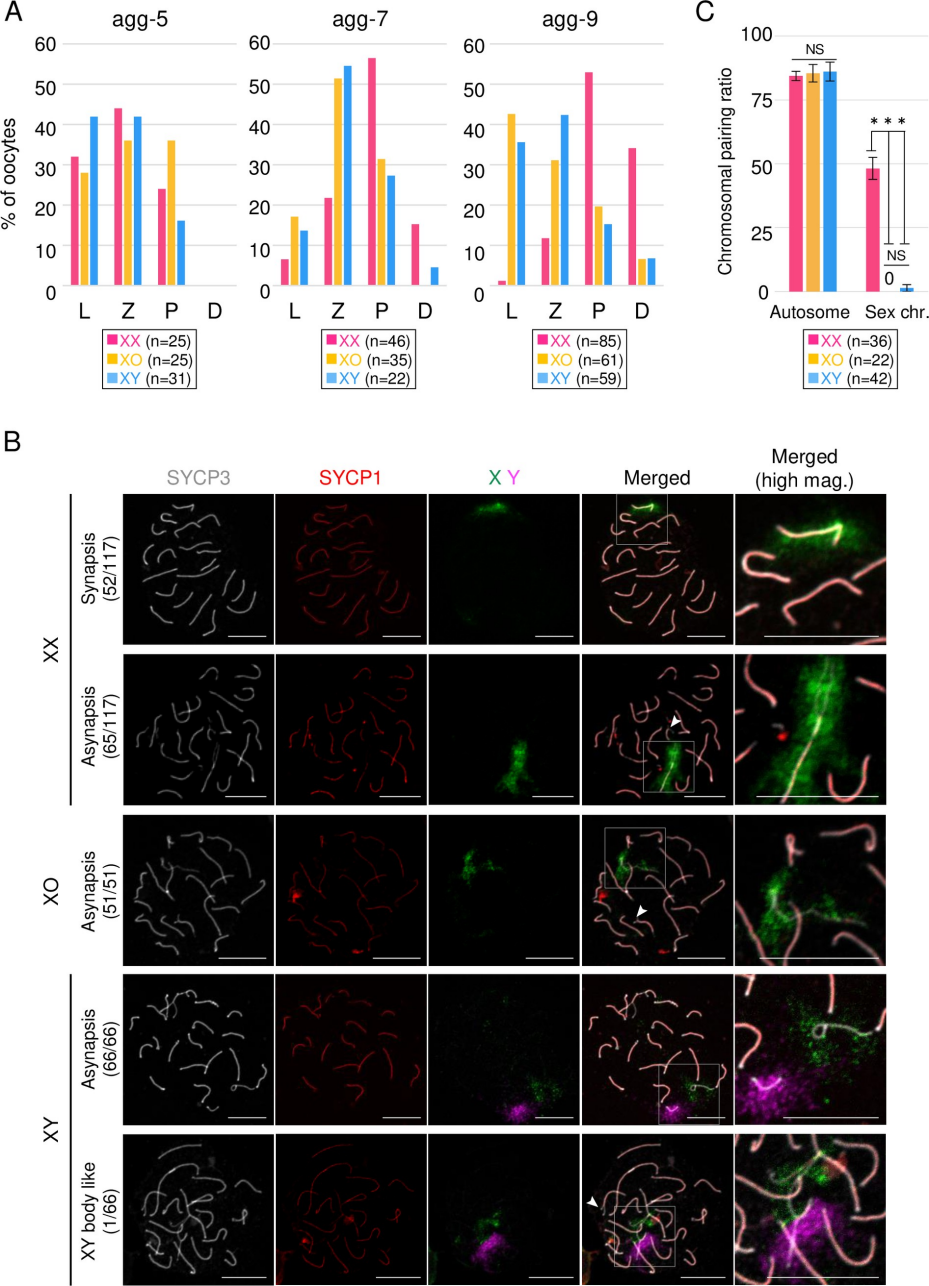
Meiotic progression and chromosome paring in XX, XO and XY oocytes. (**A**) Meiotic progression in XX, XO and XY oocytes. The graphs show the percentages of the meiotic stage at the day of culture indicated. L, leptotene; Z, zygotene; P, pachytene; D, diplotene. (**B**) Pairing of homologous chromosomes in XX, XO and XY oocytes. Images show the immunofluorescence analysis of SYCP3 (white) and SYCP1 (red), and FISH analysis of the X chromosome (green) and Y chromosome (purple). The dashed squares in the merged images are shown at high magnification (right). The numbers of samples showing the phenotype are shown with the total number tested (left). Arrowheads indicate asynapsed bivalents at the end of the chromosomes. Scale bars, 10 μm. (**C**) Pairing rates of autosomes and sex chromosomes. Each value was calculated from three independent experiments (see also Materials and Methods). *P* values were calculated by Tukey’s HSD test. ***P<0.001, **P<0.01, *P<0.05; NS, not significant.

Given that γH2AX induced transcriptional repression in the asynapsis regions, a phenomenon known as meiotic silencing of unsynapsed chromatin (MSUC) [23, 24], global repression could occur in sex chromosomes in the oocytes. To verify this possibility, we measured the amounts of transcripts on X chromosomes (X-transcripts) in XX, XO and XY oocytes using data from the RNA-seq analysis. 

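The summed TPM of 13562 autosomal genes with a mean TPM of at least 1 lay between 950895 and 975307 over the group means of all genotypes and stages. For 530 X-linked genes the sum in XX cells fell from 47780 in ESCs to 28767 at agg-13. TPM of a library add up to a fixed total over these and all other genes, so the 2 sums are not independent.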

The amounts of autosomal transcripts were not obviously different at any stage in all genotypes, whereas those of X-transcripts were dynamically changed in XX cells (S7A Fig). 

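The X/A ratio was computed in each library as the mean TPM of the X-linked genes over the mean TPM of the autosomal genes. In ESCs it was 1.29 ± 0.0111 (SD, n = 2) in XX, 0.663 in XO and 0.667 in XY. XX was 1.94 times XO and 1.93 times XY, with all XX libraries above the others (two-sided exact permutation tests, p = 0.333 each, the smallest that 2 libraries against 2 allow). EpiLCs had 1.24 in XX, 0.754 in XO and 0.702 in XY. The ratio of EpiLCs to ESCs was 0.967 in XX. The median over genes in place of the mean gave the largest change, to 1.06 for XX ESCs and 0.511 for XO ESCs, and with 1.09 for XX EpiLCs it reversed the step from ESCs.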

The X/A ratio (the value of the X-transcript divided by that of the autosomal transcript) of XX ESCs was 2 times higher than those of XO and XY ESCs and slightly decreased in EpiLCs (S7B Fig). The X/A ratio dropped in PGCLCs, gradually increased by agg-5 and dropped again in agg-13. 

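In XX the X/A ratio was 0.846 ± 0.0479 (SD, n = 3) in PGCLCs, 0.681 times that of EpiLCs (exact permutation p = 0.1, the smallest that 3 libraries against 2 allow). It was 0.888 at agg-3, 0.949 ± 0.0330 at agg-5, 0.921 at agg-7, 0.877 at agg-9, 0.909 at agg-11 and 0.760 ± 0.0191 (n = 2) at agg-13. From PGCLCs to agg-5 it rose 1.12 times (exact permutation p = 0.1), with every library of agg-5 above those of PGCLCs, and with the median over genes it went from 0.485 to 0.824. From agg-11 to agg-13 it changed 0.836 times, with the libraries apart (exact permutation p = 0.333, the smallest possible). The paper reports that most, but not all, PGCLCs from XX ESCs kept both X chromosomes. XX libraries from PGCLCs on can thus hold cells with a single X chromosome. Their X/A ratios, and those ratios over XO and XY, need not be those of cells with both.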

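The X/A ratio of XX over XO was 1.36 in PGCLCs, 1.36 at agg-3, 1.45 at agg-5, 1.41 at agg-7, 1.29 at agg-9, 1.38 at agg-11 and 1.03 at agg-13. Over XY it was 1.29, 1.34, 1.41, 1.36, 1.28, 1.21 and 0.944. Each XX library had a higher ratio than each XO and XY library of its stage, except against XY at agg-13. Without XY agg-13 replicate 2 the ratio to XY at agg-13 was 1.03. From PGCLCs to agg-11 together the ratio was 1.37 over XO and 1.31 over XY (permutation tests of the genotypes within stages, p = 1e-05 each, the smallest that 100000 resamples can give). With the median over genes, XX over XY at agg-11 was 1.01 in place of 1.21, and XX over XO at agg-13 was 0.945.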

When XX PGCLCs/oocytes were compared with single X PGCLCs/oocytes, the X/A ratio was around 1.3~1.5 (S7C Fig), though several X-linked genes showed more than 2 times higher expression in XX oocytes than in single X oocytes (S7D, S7E and S7F Fig). The dynamics of X/A were largely consistent with those in vivo [25]. In contrast, the amounts of X-transcripts and the X/A ratio in XO and XY germ cells remained constant from ESCs to agg-9, slightly increased after agg-9 and then became comparable to those in XX oocytes at agg13 (S7A and S7B Fig). 

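From ESCs to agg-9 the X/A ratio of XO was 0.663, 0.754 in EpiLCs, 0.621 in PGCLCs, 0.652, 0.656 and 0.655 from agg-3 to agg-7, and 0.680 at agg-9. EpiLCs were thus 1.14 times ESCs and PGCLCs 0.824 times EpiLCs in XO, with libraries apart in each step (exact permutation p = 0.333 and 0.1, the smallest possible). XY had 0.654 in PGCLCs, 0.663, 0.675 and 0.676 from agg-3 to agg-7 and 0.688 at agg-9. At agg-11 the ratio was 0.658 in XO and 0.749 in XY, and at agg-13 it was 0.737 in XO and 0.805 ± 0.0921 (SD, n = 2) in XY. From agg-9 to agg-13 it rose 1.08 times in XO and 1.17 times in XY, with libraries apart (exact permutation p = 0.333 each, the smallest that 2 libraries against 2 allow). XY agg-13 had 0.740 in replicate 1, which is under the mean of agg-11, and 0.870 in replicate 2, so the size of the rise in XY rests on replicate 2. That library also held more transcripts of a list of 16 macrophage genes than replicate 1, with a mean TPM of 292 against 10.3.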

Although MUSC was not obvious during differentiation of XO and XY oocytes, the increased X-transcripts and the increased X/A ratio may have been attributable to a loss of oocytes with mispaired chromosomes. Considering that transcriptional repression of the X chromosome by γH2AX was limited in oocytes, unlike in spermatocytes [26, 27], it is possible that partial repression at the asynapsis region covered by γH2AX occurs in XO and XY oocytes at agg-7 and -9.

### Involvement of Y-liked genes in XY oocyte formation

As described above, the number of XY oocytes was lower than that of XO oocytes (Fig 1C and 1D). This suggests that Y-linked gene(s) have an inhibitory effect on early oocyte differentiation. The number of XY oocytes fell below that of XO oocytes after agg-9 (Fig 1D). A review of the gene expression profiles revealed that only 8 Y-linked genes were detectable during oogenesis in the culture system and non-growing oocytes (NGO) in XY^**Δ**Sry^ female [18] (S8 Fig). Among these genes, the transcripts of *Eif2s3y* were most abundant in XY oocytes (Figs 5A and S8). 

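Of 44 Y-linked genes in the tables, 7 had more than 3 counts in all XY libraries of at least 1 stage from agg-3 to agg-13 (Ddx3y, Eif2s3y, Kdm5d, Uba1y, Usp9y, Uty and Zfy1), 6 had so in each of the 15 XY libraries of these stages, and 11 in any. Usp9y was the gene that fell short at agg-9, agg-11 and agg-13. Zfy2 exceeded 3 counts in some but not all of the agg-3 libraries of XY, and Gm21708, Rbmy and Gm3376 in 1 library of agg-13; these genes were chosen after their values were seen. Non-growing oocytes of XYΔSry females were not analysed here.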

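Eif2s3y had the highest mean TPM of the Y-linked genes in XY oocytes at every stage from agg-3 to agg-13, followed by Uba1y. At agg-7 Kdm5d (897788 to 943811) had 3.21 ± 0.590 TPM (SD, n = 3), Uty (1097144 to 1245738) 7.81 ± 0.427 and Zfy1 (725207 to 797409) 1.86 ± 0.285. Per library, the TPM of Eif2s3y was 3.68 times that of Uba1y at agg-3, 2.42 at agg-5, 2.66 at agg-7, 4.94 at agg-9, 2.18 at agg-11 and 1.71 at agg-13. Without XY agg-9 replicate 2 the ratio at agg-9 was 2.84. TPM divides by gene length, which is 1771 bases for Eif2s3y and 3981 for Uba1y. By counts scaled to library size (CPM), the ratio was 1.64, 1.08, 1.19, 2.20, 0.969 and 0.759, so that Uba1y had the larger share of reads in both libraries of agg-13, in 1 of 2 at agg-11 and in 1 of 3 at agg-5. Eif2s3y has a near-identical copy on the X chromosome, Eif2s3x, and the counts used here are of singly mapped reads, so the levels of both are uncertain.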

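In XY cells Eif2s3y had 76.2 ± 7.42 TPM (SD, n = 2) in ESCs, 108 ± 0.926 in EpiLCs, 124 ± 10.9 (n = 3) in PGCLCs, 183 ± 12.3 at agg-3, 201 ± 4.36 at agg-5, 213 ± 28.4 (n = 2) at agg-9, 211.8 ± 24.8 at agg-11 and 189 ± 32.9 at agg-13. The highest stage mean was 1.17 times the lowest from agg-3 to agg-13, and 2.80 times over all stages. Ddx3y lay between 17.2 ± 0.841 TPM (agg-3) and 32.4 ± 1.57 (agg-11) over the days of culture, and Uba1y between 50.1 ± 4.61 (agg-3) and 111 ± 4.27 (agg-13).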

The expression of these genes was constantly observed during IVDi culture (Figs 5B and S8). Therefore, we next evaluated the inhibitory effect of *Eif2s3y* on oogenesis by overexpression of the gene in XX and XO ESCs (S9A and S9B Fig), followed by induction of oogenesis in IVDi culture. Strikingly, overexpression of *Eif2s3y* decreased the number of oocytes derived from both XX and XO ESCs (Fig 5C and 5D). The decrement was correlated to the expression level of *Eif2s3y*: ESCs with a high *Eif2s3y* expression tended to yield a lower number of oocytes. The impact of *Eif2s3y* expression was also dependent on the number of X chromosomes. XO oocytes were more influenced than XX oocytes by *Eif2s3y* expression at a similar level (Figs 5D and S9B). Whether *Eif2s3y* is the only gene responsible for the reduced number of XY oocytes was tested by induction of oocytes from *Eif2s3y*-deleted XY ESCs (S10A Fig). Although the number of SC-positive cells from the *Eif2s3y* KO ESCs at agg-11 was restored to the level of SC-positive cells from XO ESCs, the subsequent oocyte formation was hardly observed at agg-21 (S10B and S10C Fig). These findings indicate that not only *Eif2s3y* but also other Y-linked genes are involved in the reduction of XY oocytes. Since oogenesis from the *Eif2s3y* KO ESCs was partially restored at agg-11, *Eif2s3y* could play an inhibitory role on early oogenesis.

**Fig 5:**
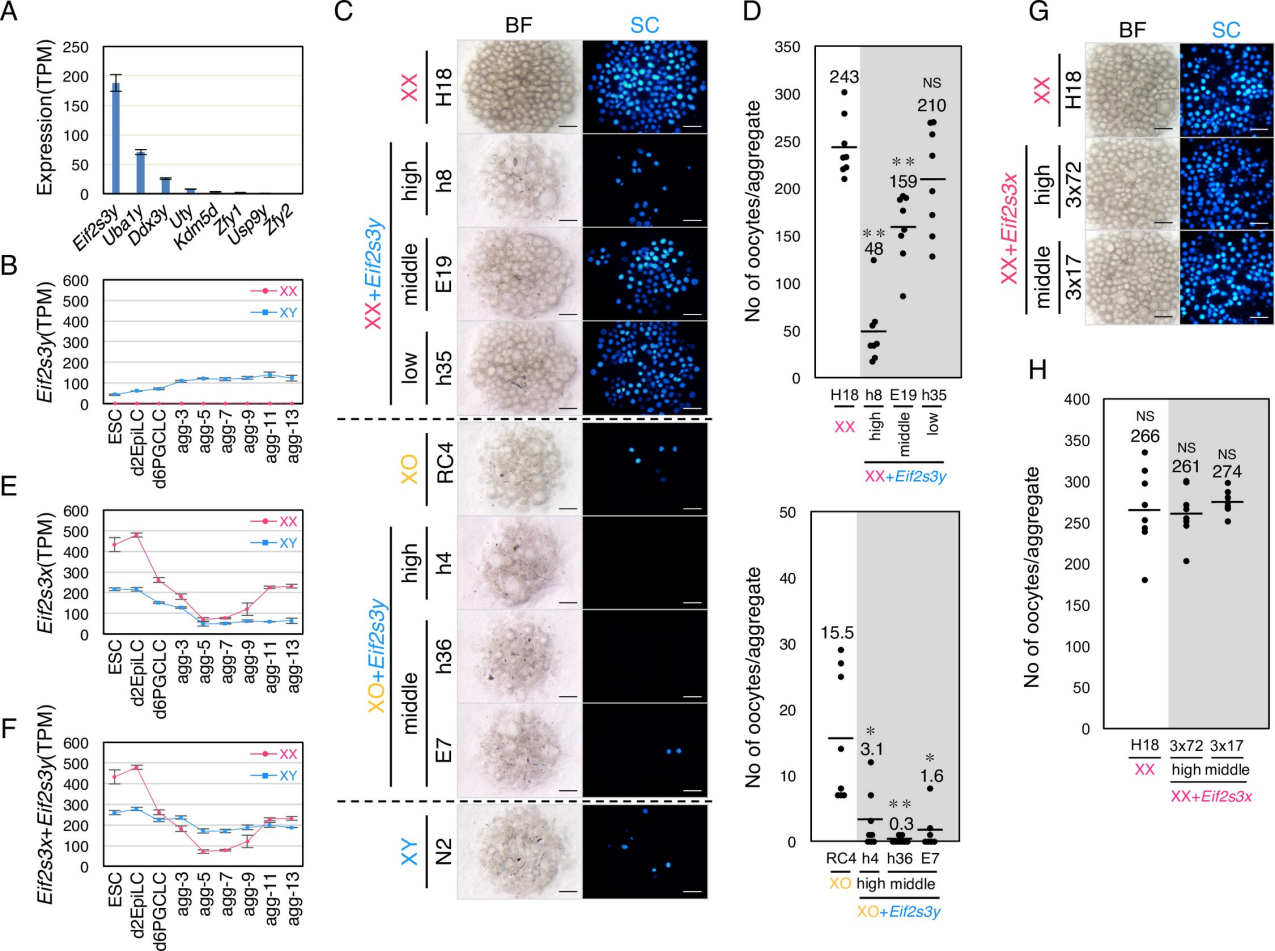
Inhibitory effect of *Eif2s3y* on oogenesis. (**A**) Expression level of Y-linked genes in XY oocytes at agg-7. Black bars indicate SD. (**B**) Expression dynamics of *Eif2s3y*. The graph shows TPM and SD of *Eif2s3y* in XX and XY cells. (**C**) Oocyte differentiation from *Eif2s3y*-expressing XX and XO ESCs. Images are rOvaries at agg-21. The expression level of *Eif2s3y* is shown as high, middle or low, based on S6B Fig. Scale bars, 200 μm. (**D**) The number of oocytes formed in culture. Each dot indicates the number of oocytes formed in one rOvary. The numbers in the graph indicate the average number of oocytes formed in each genotype. *P* values were calculated by Steel Dwass test. ***P<0.001, **P<0.01, *P<0.05; NS, not significant. (**E**) Expression dynamics of *Eif2s3x*. The graph shows TPM and SD of *Eif2s3y* in XX and XY cells. (**F**) Total amount of *Eif2s3x* and *Eif2s3y* transcripts. (**G**) Oocyte differentiation from *Eif2s3x*-expressing XX ESCs. Images are rOvaries at agg-21. The expression level of *Eif2s3x* is shown as high or middle, based on S6B Fig. Scale bars, 200 μm. (H) The number of oocytes formed in culture. Each dot indicates the number of oocytes formed in one rOvary. The numbers in the graph indicate the average number of oocytes formed in each genotype. *P* values were calculated by Steel Dwass test. ***P<0.001, **P<0.01, *P<0.05; NS, not significant.

There is a homolog of *Eif2s3y* on the X chromosome, named *Eif2s3x*, which encodes an amino acid sequence that is 97.9% (461/471 amino acids) identical to EIF2S3Y. 

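Eif2s3x (X chromosome, 94188709 to 94212651) had 50.6 ± 4.74 TPM (SD, n = 2) in XX ESCs, 52.1 in EpiLCs, 29.6 in PGCLCs and 20.3 at agg-3, and 23.6 ± 0.399, 24.0, 14.8 and 14.0 in XY. These values come from singly mapped reads, whereas the paper states that it used multi-mapped reads for Eif2s3x and Eif2s3y.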

Based on the transcriptome analysis, *Eif2s3x* was expressed from ESCs to agg-13 at a different level (Fig 5E). 

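In ESCs the TPM of Eif2s3x in XX was 2.15 times that in XY, and both XX libraries were above both XY libraries (two-sided exact permutation p = 0.333, the smallest that 2 libraries against 2 allow). The ratio was 2.17 in EpiLCs and 1.99 in PGCLCs.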

Consistent with the dosage of X chromosomes, *Eif2s3x* expression was 2 times higher in XX ESCs than XY ESCs. The expression was repressed between agg-5 and -9, when PGCLCs entered meiosis, and then upregulated at agg-11 and -13. 

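In XX oocytes Eif2s3x had 6.90 ± 1.65 TPM (SD, n = 3) at agg-5, 6.48 at agg-7, 5.17 ± 2.08 (n = 2) at agg-9, 9.92 ± 0.641 at agg-11 and 8.62 ± 1.70 at agg-13, so both libraries of agg-11 and of agg-13 lay above those of agg-9. In XY it had 4.72 ± 2.87, 4.68, 2.73, 2.24 and 2.28. XX over XY was 1.46 at agg-5, where the libraries overlapped (exact permutation p = 0.4), 1.38 at agg-7, 1.89 at agg-9, 4.44 at agg-11 and 3.78 at agg-13. The counts behind these values were 93 to 112 in the XX libraries of agg-7 and 13 to 16 in the XY libraries of agg-11.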

Since *Eif2s3y* was constantly expressed, the total amount of the *Eif2s3x* and *Eif2s3y* in XY cells was constant from ESCs to agg-13 and even higher between agg-5 and agg-9 than in XX cells (Fig 5F). 

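The sum of Eif2s3x and Eif2s3y in XY over that in XX was 1.97 in ESCs, 2.54 in EpiLCs, 4.70 in PGCLCs, 9.48 at agg-3, 29.8 at agg-5, 23.8 at agg-7, 41.8 at agg-9, 19.0 at agg-11 and 21.6 at agg-13, with all XY libraries above all XX libraries at each stage. Over agg-5, agg-7 and agg-9 together it was 31.8 times higher in XY (two-sided exact permutation test of the genotypes within stages, p = 0.000833, the smallest that 2400 arrangements allow). The highest stage mean of the sum in XY was 2.17 times the lowest, and by CPM 1.41 times. By CPM, the sum in XX over that in XY was 0.827 in ESCs, where TPM gave 0.508. At agg-5, agg-7 and agg-9 it was 0.0659, 0.0729 and 0.0514 by CPM, and 0.0336, 0.0420 and 0.0239 by TPM. These sums are of singly mapped reads, which hold far less Eif2s3x than the paper's. They cannot be set against the paper's sums directly.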

To see whether *Eif2s3x* has an inhibitory effect on oogenesis similar to that of *Eif2s3y*, we induced oocytes from two *Eif2s3x*-transgenic XX ESC clones, 3x72 and 3x17, in which exogenous *Eif2s3x* was expressed at a similar level to the *Eif2s3y*-high (h8) and *Eif2s3y*-middle (E19) clones, respectively (S9A and S9C Fig). We could not obtain ESC clones that exhibited a higher expression of exogenous *Eif2s3x* than the 3x72 clone. IVD culture experiments showed that the number of oocytes from *Eif2s3x*-overexpressing clones was comparable to that of the control XX ESCs (Fig 5G and 5H). These results suggested that *Eif2s3x* and *Eif2s3y* play distinct roles on oogenesis, despite their high homology.

Genomic analysis showed that the 3’UTRs of *Eif2s3x* and *Eif2s3y* had different lengths (S11A Fig), suggesting these regions are involved in the gene expression. To evaluate the function of the 3’UTRs, each genomic fragment was inserted at the end of *mCherry* driven by the c-kit promoter (S11B Fig). ESC lines harboring each reporter construct were subjected to quantification of the fluorescence intensity of mCherry. FACS analysis revealed that the intensity was lower in ESC lines with *Eif2s3x 3’UTR*, compared to those with *Eif2s3y 3’UTR* (S11C and S11D Fig). This difference was not only due to translational repression but also mRNA degradation, since the amount of mRNA was also lower in ESC lines with *Eif2s3x 3’UTR* than those with *Eif2s3y 3’UTR* (S11E Fig). This observation was consistent with evidence that the fluorescence intensity of mCherry per mRNA was lower in ESC lines with *Eif2s3x 3’UTR* than those with *Eif2s3y 3’UTR* (S11F Fig). These findings demonstrate that not only the protein function but also the regulation of gene expression is distinct between *Eif2s3x* and *Eif2s3y*. Although the biological significance of the distinct regulation of these genes is currently unclear, it is possible that *Eif2s3x* would have a weaker inhibitory effect on oogenesis than *Eif2s3y*, and would therefore need to be repressed during the period of oogenesis. This possibility will be evaluated in the future.

## Discussion

Here we analyzed oocytes derived from XX, XO and XY ESCs in order to investigate the requirement of sex chromosomes in oogenesis in culture. An advantage of the culture system was that PGCs/oocytes could be cultured under the same environmental condition. Under the condition, the numbers of oocytes from XO and XY ESCs were significantly lower than those from XX ESCs due to the delay of meiotic initiation and meiotic arrest caused by asynapsis in both XO and XY oocytes, and expression of *Eif2s3y* in XY oocytes (Fig 6). These phenomena are mostly consistent with findings from previous studies using sex-reversal animal models, reinforcing the notion that this culture system would be a useful tool to improve our understanding of the function of sex chromosomes in oogenesis. On the other hand, it was evident that the reductions in the numbers of XO and XY oocytes in culture were more severe when compared to those *in vivo*: for example, the numbers of XO and XY oocytes in neonatal ovaries were half and one-third of those observed with XX [15, 18], compared to ~one-twelfth and ~one-thirty-seventh of those observed with XX oocytes in this study. This difference may have been due to the inferior environment in culture relative to that *in vivo*, which indeed compromised meiotic pairing and developmental potency [16]. Consistent with this explanation, we observed that pairing of sex chromosomes, including self-pairing of the single X chromosome in XO or XY, which is necessary to escape from cell death (see below), was less efficient in culture than *in vivo* (Fig 4B and 4C). In the environment reconstituted *in vitro*, oocytes may be prone to cell death that is avoidable *in vivo*. For these reasons, further refinement is required to render the culture system more robust.

**Fig 6:**
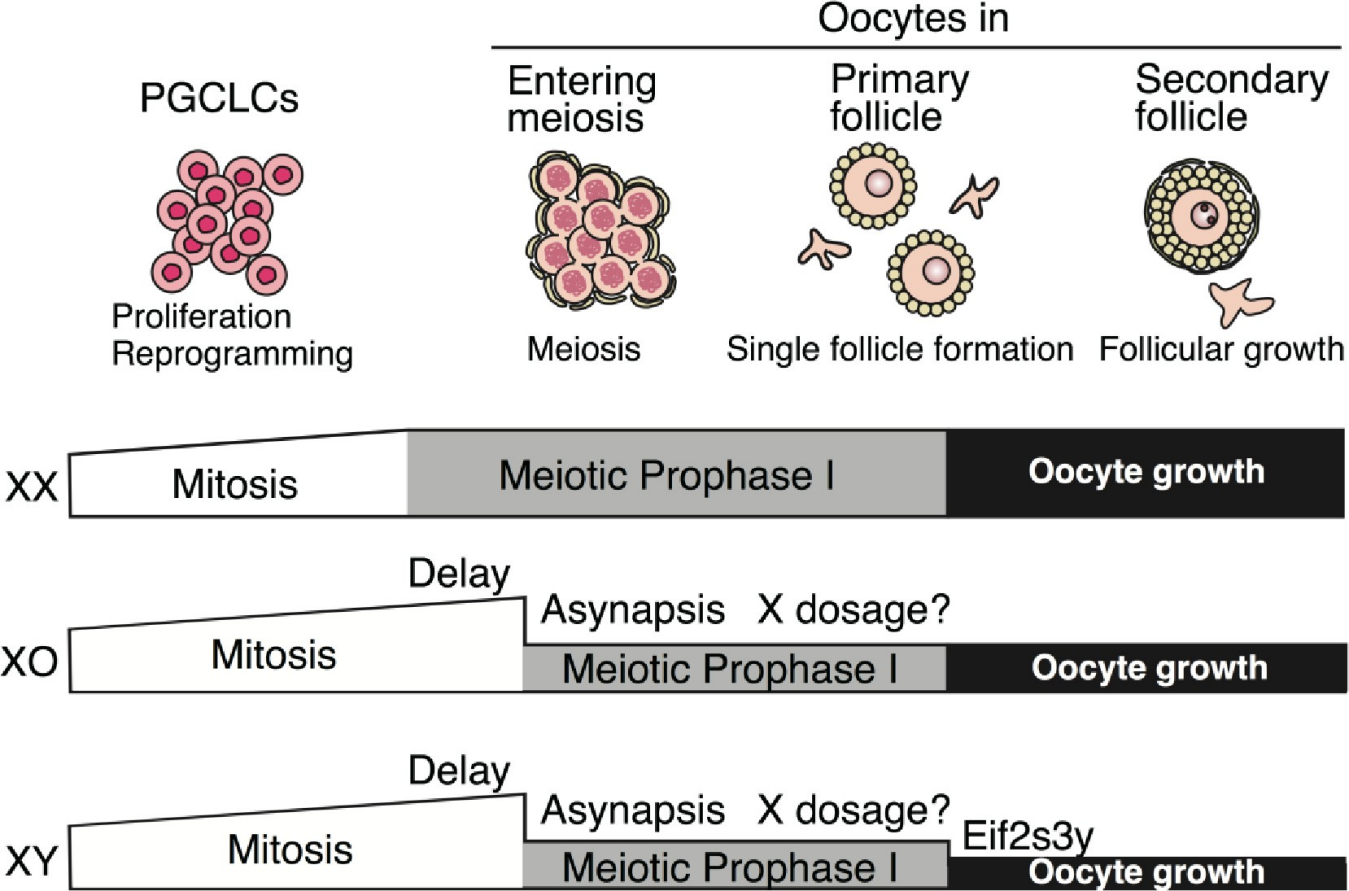
Summary of oogenesis in culture using XX, XO and XY ESCs. Differentiation of XO and XY oocytes is disrupted at three points. First, meiotic initiation was delayed in XO and XY oocytes. Second, pairing of homologous chromosomes was severely disrupted in XO and XY in oocytes. Although X-transcripts in XO and XY oocytes were lower than those in XX, how it affects to loss of oocytes is not clear. Third, *Eif3s3y* has a negative impact on oogenesis, although the molecular function remains to be clarified.

The delay of meiotic initiation was observed not only in XO and XY PGCLCs but also in XY PGCs from E10.5 (Fig 3A, 3B, 3E and 3F). A similar delay was reported in XY PGCs from E11.5 cultured in female gonadal somatic cells from E12.5 [3]. Such a delay was also observed in XY^TIR^ female mice, a sex-reversal strain caused by malfunction of the Y chromosome [28] and in *Sry*-mutant XY female (XY^**Δ**Sry^) [18] (S4 Fig). These results indicate that XO and XY germ cells are refractory to meiotic entry during oogenesis, compared to XX germ cells. The different timing may be attributed to the epigenetic difference between female and male PGCs. It is known that a number of meiotic genes are regulated by CpG methylation [29–31]. In PGCs, there are several genomic regions that are differentially methylated in a sex-dependent manner [32]. Moreover, the level of genome-wide CpG methylation in ESCs harboring two X chromosomes is lower than that in ESCs harboring a single X chromosome [31, 33]. Therefore, it is possible that two X chromosomes ensure the timing of meiotic entry through the regulation of CpG methylation. 

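Of 535 X-linked genes tested at agg-7, 66 were DEGs at least 2 times higher in XX than XO, 31 in XX than XY, and 24 in both. Gabra3 (X chromosome, 72432676 to 72656246) had log2 fold changes of 4.3 against XO and 3.30 against XY, Pet2 (89403848 to 89409689) of 2.61 and 2.24, Gm38425 (74966844 to 74969125) of 2.53 and 1.79, Zxdb (94724569 to 94730191) of 1.96 and 1.70, and Efhc2 (17132049 to 17319368) of 1.89 and 1.67. Of the genes past the threshold in both comparisons, these 5 were highest by the smaller of their 2 fold changes; against XO alone Prps1 (2.33) and Tktl1 (2.07) stood above Zxdb, and against XY alone Mageb4 (1.75) did. Gm38425 and Efhc2 lost it against XY in 3 of the 6 fits that each left out a library (adjusted p in edgeR up to 0.0694 and 0.0763). The number higher in both was 34 without a test, 28 with DESeq2, 31 with the replicate block and 11 for the mean of agg-3, agg-5 and agg-7, and from 13 (without XX agg-7 replicate 3) to 36 (without XX agg-7 replicate 1) with each library left out. Both comparisons use the same XX libraries. In 20 simulations all libraries of agg-7, XX included, were drawn anew with the same mean in each group. No gene was then past the threshold in both, and without a test 3 genes on average and at most 5 were. The draws were independent, while real libraries of the same number had correlated deviations (0.461 to 0.827). The 2 fold changes correlated at 0.499 across genes in the simulations and 0.758 in the data. The simulations therefore cannot give the overlap that the real libraries would show by chance.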

Although the X/A ratio of XX oocytes was 1.3~1.5 times higher than that of single X PGCLCs/oocytes, we found X-linked genes whose transcripts were more than 2 times higher in XX oocytes than in XO or XY oocytes (S7C and S7F Fig). Among these genes, *Yy2* could be an interesting candidate for involvement in the timing of meiotic entry. 

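Yy2 (X chromosome, 157566119 to 157568985) had 89.4 ± 9.85 TPM (SD, n = 3) in XX, 31.3 ± 0.361 in XO and 38.8 ± 1.55 in XY at agg-7. Its log2 fold change was 1.43 against XO (standard error 0.12, adjusted p = 0.000142 from edgeR's quasi-likelihood test) and 1.18 against XY (standard error 0.12, adjusted p = 0.0012), and each XX library lay above each other library.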

*Yy2* is a paralog of *Yy1* and in some cases plays roles opposite to those of *Yy1* by competing with the DNA-binding activity of *Yy1* [34–36]. Interestingly, *Yy1* is involved in regulation of X chromosome inactivation [37], suggesting a possible contribution of *Yy2* to reactivation of the X chromosome, a hallmark of XX PGC-specific epigenetic reprogramming. It could be interesting to elucidate the function of *Yy2* in the proper timing of meiotic initiation. 

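The mean distance to the XX libraries of the stage was 0.603 ± 0.0555 (SD, n = 3) for XO and 0.468 ± 0.0592 for XY libraries at agg-3 (two-sided exact permutation p = 0.1, the smallest possible), 0.559 ± 0.148 and 0.396 ± 0.0678 at agg-5 (exact permutation p = 0.2), and 0.687 ± 0.0392 and 0.603 ± 0.0435 at agg-7 (exact permutation p = 0.1). Over these stages XO was farther from XX by 0.127 on the log2 scale (exact permutation test within stages, p = 0.003). At agg-5 XO was the genotype on a lane of its own. In PGCLCs the distances were 0.425 and 0.359. XO and XY differed from each other in 2632 genes at agg-3, 45 at agg-5 and 217 at agg-7. With each library left out in turn these counts ranged from 5 to 3874 at agg-5 (without XY agg-5 replicate 3 and without XO agg-5 replicate 2) and from 4 (without XO agg-7 replicate 1) to 196 at agg-7, and with the replicate block the count at agg-7 was 2512.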

In our experiments, it appeared that the expression profiles of XY oocytes were closer to that of XX oocytes than XO oocytes (Fig 2A). The reason for this is currently unclear, but it is possible that Y-linked gene(s) may play a positive role in early meiotic progression, and/or that Y chromosome promotes, perhaps temporally, the pairing of sex chromosomes that are required for meiotic progression.

Another possible reason for the loss of XO and XY oocytes is the mispairing of homologous chromosomes during meiotic prophase I (Fig 6) [11, 20, 23, 24]. Indeed, almost all XO and XY oocytes in the culture system showed mispairing (Fig 4B). It is thought that oocytes with mispairing of homologous chromosomes were eliminated by a meiotic checkpoint system, of which machinery in the female germ line is not as well characterized as that in males. Disruption of the genes involved in, for example, meiotic recombination arrests spermatogenesis precisely at the pachytene stage, whereas the arrest is less stage-specific in oocytes [38]. In this culture system, the number of XO and XY oocytes rapidly dropped after agg-11 (Fig 1D), suggesting that the meiotic checkpoint is evoked at this stage. 

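Each library of agg-9 to agg-13 was also set against the mean profiles of XX at these stages. All XO and XY libraries of agg-11 (2 of 2 for each genotype) and of agg-13 (2 of 2 for each) were nearest to an earlier stage of XX. No library of agg-9 was nearest to another stage than its own, both XX libraries of agg-11 were nearest to the XX mean of agg-13, and 1 of the 2 XX libraries of agg-13 was nearest to an earlier stage. An XX library's own stage mean was taken without that library.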

RNA-seq analysis clearly revealed that the transcriptomes of XO and XY oocytes at agg-11 and agg-13 were arrested at this stage, whereas the transcriptome of XX oocytes at agg-11 and agg-13 proceeded beyond the pachytene stage (Fig 2D). 

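In XX oocytes between agg-9 and agg-11, all 40 genes of the list of oocyte growth genes were tested, of which 22 rose and none fell past the threshold (32 and 2 adjusted over the list alone), with a median log2 fold change of 4.31 (adjusted p = 1.1e-22 from limma's camera). In 9 of the 40 genes both agg-9 libraries had at most 3 counts, and 1 gene was at or under 3 counts at both stages; with the 9 at the fold against 3 counts and the 1 at 0, the median was 3.23. The meiotic prophase list fell, with 13 of 35 genes lower (20 adjusted over the list alone) and a median of -1.30 (adjusted p = 9.9e-09 in limma). The PGC list fell as well, with 8 of 28 genes lower and 1 higher (17 and 1 adjusted over the list alone) and a median of -2.05, which was the same with 3 genes at their bound (adjusted p = 3.3e-06 in limma). The gonadal somatic list had a median of 2.09, also with 1 gene at its bound, with no gene higher and 1 lower past the threshold (adjusted p = 0.000188 in limma, and 0.168 under fry). Under fry the other lists kept their calls (adjusted p = 4.4e-05, 0.0211 and 0.0148).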

DEGs between agg-9 and agg-11 illustrated that oocytes switched from meiotic prophase I to oocyte growth during this stage. Consistent with this idea, we found that active Caspase 3 and/or cleaved PARP1 was more frequently observed in XO and XY oocytes than in XX oocytes at agg-11 (Fig 2E and 2F), suggesting that the oocyte elimination is mediated by apoptosis. In contrast, the number of oocytes positive for pCHK was comparable between XX, XO and XY oocytes at agg-11 (S6B Fig). As proposed previously, there are two distinct types of pathways, a CHK2-dependent and a CHK2-independent pathways, to eliminate aberrant oocytes having mispaired chromosome(s) and/or DSB [22, 39]. Based on these studies, oocytes with a small number of asynapses would be eliminated by a CHK2-independent pathway. Our results showed that almost all oocytes (51 of 51 XO oocytes and 65 of 66 XY oocytes) fail in pairing or self-pairing of the sex chromosome(s), whereas the pairing rate of the autosomes was comparable among the XX, XO and XY oocytes (Fig 4B and 4C). This suggests that XO and XY oocytes are eliminated by a CHK2-independent pathway. A major outcome of the CHK2-independent pathway to eliminate oocytes is MUSC [22–24]. However, we did not observe obvious MUSC in the transcriptome analysis. This may have been due to delayed meiotic initiation and loss of XO and XY oocytes with MUSC in the culture system.

Our results suggested that the reason the extent of oocyte reduction *in vivo* differed from that *in vitro* was that the culture system was less efficient for the pairing of homologous chromosomes in meiotic prophase I than the endogenous condition *in vivo*. Specifically, it was shown that there was tendency for mispairing of X chromosome(s) not only in XO and XY but also in XX oocytes in culture (Fig 4B). It is noteworthy that even in XX oocytes, the X chromosomes were more prone to mispairing (Fig 4C) compared to the autosomes. The distinct mechanism controlling the pairing of X chromosomes in the oocyte remains unclear. Considering that meiosis-specific non-coding RNA is involved in chromosomal pairing [40], the mechanism may be related to the transcriptional activity of X chromosomes. It is known that the transcriptional activity of X chromosomes is dynamically changed during PGC differentiation: one of the X chromosomes in females is inactivated in nascent PGCs and becomes reactivated in developing PGCs [41, 42]. A recent report indicates that the transcriptional activities of two X chromosomes are equivalent at the pachytene stage [25]. Based on these findings, it is possible that completion of X chromosome reactivation, which equalizes the transcriptional activity of two X chromosomes, is prerequisite to the pairing of X chromosomes. Although the dynamics of X-transcript in culture was largely consistent with that *in vivo*, the level was slightly lower in culture. It would be worth verifying the correlation between transcriptional activity and the pairing of X chromosomes at the single cell level. In addition, we could not detect a typical self-pairing of the X chromosome in XO oocytes *in vitro*, whereas previous reports described such a structure *in vivo* [11, 23, 24]. This could also be a possible reason for the reduced number of XO oocytes *in vitro*, as a self-paired X chromosome could have escaped from transcriptional repression and presumably the meiotic checkpoint. The difference in behavior of the X chromosome could be attributed to a suboptimal condition in culture.

XY females produce fewer oocytes and offspring than XO females [11, 15], which indicates that the Y chromosome has a negative impact on oocyte production. The inferior fertility of XY females compared to XO females was attributed to both the reduction in the oocyte pool in the ovaries and the impairment of oocyte maturation and embryonic development. A genetic analysis identified *Zfy2* as a Y-linked gene that is partly responsible for the inferior fertility in XY females [15]. In XO females harboring the *Zfy2* transgene, meiotic division and subsequent polar body extrusion were impaired in the oocytes, resulting in developmental arrest of embryos at the 2-cell stage. However, the Y-linked gene(s) responsible for the reduction in the oocyte pool of XY females has remained unclear. Here we showed that *Eif2s3y* is a novel inhibitory factor of early oogenesis (Fig 6). The inhibitory effect of *Eif2s3y* overexpression was greater in XO than XX. Our results showed that the expression level of *Eif2s3y* is critical for the effect in XX oocytes: it had a negative correlation to the number of oocytes formed in culture (Fig 5C and 5D). *Eif2s3y* plays an essential role in the proliferation of spermatogonia: disruption of *Eif2s3y* causes male infertility due to the retardation of early spermatogenesis [43]. Interestingly, expression of this gene is sufficient for producing functional round spermatids in XO mice carrying *Sry* [44], indicating that *Eif2s3y* plays opposite roles in male and female gametogenesis. The molecular mechanisms of this conflictive function are currently unknown. Since *Eif2s3y* encodes subunits of the translation initiation factor, this possible conflict would be mediated by translational regulation, an intriguing prospect that merits future investigation.

These conflicting functions led us to focus on *Eif2s3x*, an X-linked gene which is a homolog almost identical to *Eif2s3y*. This gene is known to play a role in spermatogenesis similar to that of *Eif2s3y*, since overexpression of *Eif2s3x* and *Sox9* are also sufficient for producing functional round spermatids in XO mice [45]. In addition, *Eif2s3x* is an escapee of X inactivation [46]. These findings raising a possibility that this gene might disturb oogenesis even in XX oocytes. However, we found that *Eif2s3x* expression was repressed in oocytes between agg-5 and agg-9 (Fig 5E). The repression is at least partially mediated by mRNA degradation and translational repression (S11 Fig). More importantly, overexpression of *Eif2s3x* had no effect on oogenesis (Fig 5G and 5H). These results indicate that EIF2S3X and EIF2S3Y play substantially different roles in oogenesis, or perhaps that the inhibitory activity of EIF2S3X is much weaker. The latter possibility is consistent with the previous reports that overexpression of *Eif2s3x* was less effective at promoting the production of round spermatid in XO mice carrying the *Sry* gene (XO^sry^) [44, 45]. These reports also showed a relevant result that the productivity of round spermatid in XO^sry^ was positively correlated with the expression level of exogenous *Eif2s3x*, indicating that a higher expression of *Eif2s3x* than the 3x72 clone (XX ESCs carrying a high copy number of exogenous *Eif2s3x* in this study) would show an inhibitory effect on oogenesis.

Here, we evaluated oocyte formation from ESCs harboring various sets of sex chromosomes in a novel culture system. The advantage of this culture system is that it recombines germ cells and somatic cells from independent sources, thus allowing us to evaluate germ cell-intrinsic effects on oogenesis. Experiments using animal models are less efficient than those using culture systems, especially for the evaluation of gene function through the overexpression or targeted deletion of a gene. Our culture system facilitates the functional analysis of genes, and here it was indeed revealed that *Eif2s3y* has a negative role in oogenesis. Further analyses are expected to reveal the detailed function of various genes. This culture system will also be a useful tool for the screening of small molecules that restore oogenesis in XO and XY cells/animals. Such a screening could provide a strategy to overcome infertility due to disorders involving the sex chromosomes.

## Materials and methods

### Ethics statement

All animal experiments were performed under the ethical guidelines of Kyushu University for animal use (#A28-109-4) and recombinant DNA experiments (#26–74).

### Animals

*129X1/svj*, *C57Bl/6J*, *BDF1* and *ICR* mice were purchased from Japan SLC. E10.5 PGCs and E12.5 gonadal somatic cells were collected from *ICR* embryos. E11.5 BVSC PGCs were collected from embryos obtained by mating *BDF1* female mice with *C57Bl/6J* male mice harboring BVSC.

### ESCs

BVSC reporter ESCs were established as described previously [16]. BVSC H18 and BVSC N6 are XX cell lines. BVSC N2 and BVSC N3 are XY cell lines. BVSC H18 #28C9 is an XO cell line harboring a maternal X chromosome. BVSC H18 #28C12, #39RC2, #39RC3 and #39RC4 are XO cell lines harboring a paternal X chromosome. BVSC H18 h8, E19 and h35 are over expressed *Eif2s3y* XX cell lines. BVSC H18 #39RC4 h4, h36 and E7 are over expressed *Eif2s3y* XO cell lines. These ESCs were maintained under a 2i+LIF N2B27 medium condition without feeder cells.

### Generation of XO-ESCs

XO ESCs from XX ESCs were generated according to a previous report [17]. Briefly, for targeted deletion of one X chromosome, we introduced an inverted loxP sequence into a X chromosome known as a sex chromosome elimination cassette (SCEC). The targeting vector pTK-SCEC-HS1-XSL1 contains a sex chromosome elimination cassette (SCEC) flanked by a 2.0-kb short arm and a 4.0-kb long arm. SCEC includes the DsRed reporter gene and hygromycin-resistant gene between the inverted loxP sequence. The guide RNA (gRNA) was constructed with the following oligonucleotides: for CRISPR X1-F, 5'-cac cGA GAA AAT GTC CTA TCG CCG G-3’; for CRISPR X1-R, 3'- CTC TTT TAC AGG ATA GCG GCC caa a-5’. The lowercase letters indicate nucleotides added for incorporation into the pX330 vector. The target site of Cas9 is 115 bp and 112 bp away from the end of the short arm and the long arm, respectively. The targeting vector with the pX330 expressing the gRNA was transfected into BVSC H18. The targeted integration was confirmed by southern blot using genomic DNA of the ESCs after digestion with EcoRV. To eliminate the X chromosome with SCEC, Cre-GFP was transiently expressed, and then DsRed-negative ESCs were collected using a FACS Aria II (BD Bioscience). The sorted ESCs were sub-cloned on the culture plate. Each clone was used as XO-ESCs after checking the karyotype. The gRNA sequences used in this study are listed in S1 Table.

### Southern blotting

15 μg genomic DNA of H18, #28, #30 and #39 was loaded onto 0.8% TBE agarose gel after EcoRV enzyme reaction. The DNA was then transferred to a membrane (Amersham Hybond-N, GE Healthcare Life Sciences, RPN303N) and the membrane was hybridized with DIG-labeled probe DNA (15ng/ml) overnight at 42°C. After washing the membrane, we performed chemiluminescent detection with CDP-Star Substrate (Thermo Fisher Scientific T2305). Samples were analyzed by a chemiluminescence Imaging system (Fusion Solo).

### PCR analysis to identify sex chromosomes and the origin of the X chromosome

To identify the sex chromosomes, PCR amplification was performed using the following primers: for Sexing-F, TGG ATG GTG TGG CCA ATG CYC T; for Sexing-R, CCA CCT GCA CGT TGC CCT TKG TGC CCA G). The expected sizes of the PCR fragments were 253 bp for the X chromosome and 355 bp/399 bp for the Y chromosome. To identify the origin of the X chromosome, the sequence of the locus (S1E Fig) was amplified by PCR using the following primers: for X-origin-F, ACT TGG GGT TGT TGG CCT CT; for X-origin-R, CAA GCT GGA CCA GGA AGG AGC. The PCR product was digested by SfaNI and then subjected to gel-electrophoresis. The expected sizes of the PCR fragments were 1064 bp for the maternal X chromosome and 845 bp/119 bp for the paternal X chromosome. The primer sequences used in this study are listed in S1 Table.

### Karyotyping

EpiLCs were cultured with Demecolcine solution 20 ng/ml (Sigma D1925) for 3 h. After the Demecolcine treatment, EpiLCs were harvested, resuspended in 0.075M KCl and then incubated at 37°C for 15 min. Ice-cold Carnoy's solution was added to the cell suspension and then the cells were collected by centrifugation at 1,500 rpm for 7 min. After removal of the supernatant, the cell pellet was resuspended in ice-cold Carnoy's solution. After repeating the suspension of cells with Carnoy's solution three times, the cell suspension was dropped on the slides. The slides were dried and then incubated in PBS containing DAPI for 15 min at room temperature. The numbers of chromosomes were measured under a fluorescence microscope (OLYMPUS IX73).

### Gene expression analysis

For RNA-seq analysis, cDNA libraries were constructed as described previously [16]. Briefly, poly(A)+ RNAs were purified from 200–40,000 cells or oocytes (ESCs, EpiLCs and d6PGCLCs: 10,000; IVDi agg3-13: 200–40,000), using a Dynabeads mRNA DIRECT Micro Kit (Invitrogen). SC-positive oocytes were collected using a FACS Aria II (BD Bioscience). Biologically duplicated (ESCs, EpiLCs, agg-9, agg-11 and agg-13) or triplicated (PGCLCs, agg-3, agg-5 and agg-7) were prepared. Purified RNAs were subjected to library construction using a NEBNext Ultra non-Directional RNA Library Prep Kit for Illumina (NEB) for ESCs, EpiLCs, PGCLCs and agg3-7 and a NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) for agg9-13. cDNAs were enriched by 12-cycle PCR. Sequencing of the libraries was performed with a HiSeq 2500 (Illumina). Obtained sequence reads were processed with the FASTX tool kit [47] to remove short (<20 bp) and low quality (quality score <20) reads, followed by trimming of the adaptor sequence. Processed reads were mapped to the mouse mm10 genome using STAR [48]. For the counting of uniquely and multiply mapped reads on RefSeq mRNAs, featureCount [49] was used with parameter -O -s 0 or -M -O -s 0, respectively. 

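In the TPM table Il2 stood at 101143 TPM, or 10.1% of the total, in XO agg-9 replicate 2. In the other libraries its TPM was at most 5.01, and over all 66 libraries it was above 1 in 22 and 0 in 29. From the TPM and the gene's length of 946 bases, the count in XO agg-9 replicate 2 comes to 208406, beside 4520780 counts on all other genes, and the second highest count of Il2 in a library to 20.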

Since we noticed that some of the libraries showed abnormally high levels of Interleukin 2 (*Il2*) transcript presumably because of contamination, we therefore excluded Il2 for further analysis. For the differential gene expression analyses, edgeR [50] was used. *Eif2s3x* and *Eif2s3y* expression levels were determined with multi-mapped reads. Hierarchical clustering and principal component analyses were performed with R, based on RefSeq gene expression levels.

For quantitative PCR (Q-PCR) analysis, total RNAs were purified using an RNeasy Micro Kit (QIAGEN, 74004) and reverse-transcribed by PrimeScript 1^st^ strand cDNA Synthesis Kit (Takara, 6110A). Genes of interest were amplified with Power SYBR Green PCR Master Mix (Applied Biosystems, 4368708) on a real-time qPCR system (Biorad, CFX384).

### Immunofluorescence analysis

For H3K27me3, 2,000 EpiLCs were aggregated on a low binding U-bottom 96-well plate (NUNC) for 2 days. The aggregates were dissociated and spread on the slide glass by Cytospin (Thermo). Slides were fixed with 4% paraformaldehyde (PFA) for 30 min, washed three times in PBSTB (PBS containing 0.1% Triton X-100 and 0.1% BSA), and then incubated in anti-H3K27me3 rabbit polyclonal antibody (pAb) (Upstate 07–449) overnight at 4°C. The slides were then washed three times and incubated with anti-rabbit IgG goat pAb Alexa 488 (Invitrogen A11034) and DAPI overnight at 4°C. The slides were washed three times and covered with Fluoro-KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 700).

For whole-mount immunofluorescence analysis, rOvaries were fixed with 4% PFA, washed twice in PBS containing 3% BSA, permeabilized in PBS containing 0.5% Triton X-100, incubated in blocking reagent (PBS containing 0.1% BSA and 0.3% Triton X-100) and then incubated with anti-GFP chicken pAb (Abcam ab13970) or anti-TRA98 rat IgG monoclonal antibody (mAb) (Bioacademia 73–003), anti-NANOG rabbit mAb (CST #8822) and anti-SYCP3 mouse mAb (Abcam ab97672) overnight at 4°C. rOvaries were then washed twice for 15 min each and three times for 1 h each and incubated with anti-chicken IgY goat pAb Alexa 488 (Invitrogen A11039) or anti-rat IgG donkey pAb Alexa 488 (Invitrogen A21208), anti-rabbit IgG donkey pAb Alexa 568 (Invitrogen A10042), anti-mouse IgG donkey pAb Alexa 647 (Invitrogen A31571) and DAPI overnight at 4°C. Finally, rOvaries were washed twice in PBS containing 0.3% Triton X-100 and soaked in Fluoro-KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 700).

For frozen sections, freshly isolated P1 ovaries and rOvaries were fixed with 4% PFA for 1 hour at 4°C. After washing with PBS, fixed samples were sequentially soaked in 10%, 15%, and 20% sucrose and then treated with fresh 20% sucrose overnight. Then, the samples were embedded in optimal cutting temperature (O.C.T.) compound (Tissue-Tek) and sectioned at 7 μm thickness. Sections were incubated in blocking reagent (PBS containing 3% FBS and 0.1% TritonX-100) for 1 hour at room temperature. Then, primary antibodies for GFP or TRA98 and pCHK2 or active Caspase3 or cleaved PARP1 were reacted at 4°C overnight. The sections were washed three times in PBS containing 0.1% TritonX-100 and once in PBS, and then anti-chicken IgY goat pAb Alexa 488 (Invitrogen A11039) or anti-rat IgG donkey pAb Alexa 488 (Invitrogen A21208), anti-rabbit IgG goat pAb Alexa plus 555 (Invitrogen A32732) or anti-rabbit IgG donkey pAb Alexa 568 (Invitrogen A10042) and DAPI (1 μg/ml) were reacted for 1 hour at room temperature. The slides were washed three times in PBS containing 0.1% TritonX-100 and once in PBS and then mounted in Fluoro-KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 900). The antibodies used in this study are listed in S2 Table.

### EdU analysis

A Click-iT Plus EdU Alexa Flour 594 imaging kit (Thermo Fisher Scientific C10639) was used for EdU analysis. rOvaries were cultured in 5 μM EdU labeling solution for 4 h at 37°C. The following processes were the same as for the whole-mount immunofluorescence analysis of rOvaries except for the secondary antibody reaction. rOvaries were incubated with anti-chicken IgY goat pAb Alexa 488 (Invitrogen A11039), anti-rabbit IgG donkey pAb Alexa 647 (Invitrogen A31573) and DAPI. rOvaries were soaked in Fluoro-KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 700).

### rOvaries from E10.5 PGCs and E12.5 gonadal somatic cells

E10.5 embryos were collected from pregnant *ICR* female mice mated with *ICR* male mice. Genomic DNAs were extracted from the heads of the embryos. XX and XY were discriminated by PCR. After genotyping, female genital ridges were isolated from the embryos, dissociated by trypsin treatment, and then incubated with FITC-SSEA1 (Biolegend, #125611) for 15 min on ice. SSEA1-positive PGCs were sorted using a FACS Aria II (BD Bioscience). Each rOvary was composed of 2,000 PGCs and 30,000 gonadal somatic cells. After 6 days of IVDi culture, the rOvaries were analyzed by immunofluorescence analysis.

### Cell spreads for meiotic chromosome analysis

Chromosome spreads were processed for immunohistochemistry as previously described [16]. Briefly, rOvaries were dissociated by incubation in CTK (0.1 mg/ml collagenase IV, 0.25% Trypsin, 20% KSR and 1 mM CaCl_2_ in PBS) for 30 min at 37°C, followed by Accutase (Nakalai) for 5 min at 37°C. Dissociated single cells were suspended in hypotonic buffer and placed on glass slides. Slides were washed three times in PBS, incubated in blocking buffer (PBS containing 10% FBS) and incubated with anti-SYCP1 rabbit pAb (Novus Biologicals NB300-229) and anti-SYCP3 mouse mAb (Abcam ab97672) overnight at 4°C. The slides were then incubated with anti-rabbit IgG goat pAb Alexa 568 (Invitrogen A11036) and anti-mouse IgG donkey pAb Alexa 647 (Invitrogen A31571). Then the slides were washed three times in PBS containing 0.05% Tween 20 and incubated with anti-γH2AXSer139 mouse mAb directly conjugated with FITC (Millipore 16-202A) and DAPI for 1 h at room temperature. Slides were washed three times in PBS containing 0.05% Tween 20 and mounted in Fluoro- KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 700).

### Immunofluorescence and DNA FISH analysis

Chromosome spreads and immunostaining were performed as described above. The primary antibody used the following anti-SYCP1 rabbit pAb (Novus Biologicals NB300-229) and anti-SYCP3 mouse mAb (Abcam ab97672). The secondary antibody used the following anti-rabbit IgG goat pAb Alexa 405 (Invitrogen A31556) and anti-mouse IgG donkey pAb Alexa 647 (Invitrogen A31571). After chromosome spreads and immunostaining, slides were washed two times in PBS containing 0.05% Tween 20, rinsed in PBS and then fixed in 4% PFA for 10 min at room temperature. The slides were then washed three times in PBS and dehydrated by a serial incubation in ethanol: 70% for 5 min, 70%, 80%, 90% and 100% for 1 min each, and 100% for 5 min. After dehydration, the slides were incubated with probes of sex chromosomes (MetaSystems D-1420-050-FI and D-1421-050-OR) and mouse Cot-1 DNA (Invitrogen 18440016) for 5 min at 75°C for denaturing, followed by 16 to 20 h at 37°C for hybridization. Slides were washed once in 2×SSC for 5 min at room temperature and then two times in 50% formamide-containing 2×SSC for 5 min at 42°C. After cooling down, slides were soaked two times in cold 70% ethanol for 5 min and two times in cold 100% ethanol for 5 min. After dehydration, the samples on the slides were mounted with Fluoro- KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 700).

### DNA FISH analysis

200,000 ESCs and 200,000 d6PGCLCs were transferred onto a poly-L-lysine (Sigma, P8920) coated glass coverslip in a drop of PBS. Coverslips were fixed for 10 min in 4% PFA, then permeabilized on ice for 3 min 30 sec in 0.5% TritonX-100/PBS. After dehydrating through an ethanol series, they were denatured in 70% formamide-containing 2×SSC for 30 min at 80°C and dehydrated again through an ice-cold ethanol series. They were then hybridized with fluorescent BAC probes (RP24-157H12) for *Huwe1* at 37°C overnight. The coverslips were washed three times in 50% formamide-containing 2×SSC for 7 min at 42.5°C, washed twice in 2×SSC for 5 min at 42.5°C, and then stained with DAPI (1 μg/ml) for 20 min at room temperature. The coverslips and slides were mounted in Fluoro-KEEPER antifade reagent (Nakalai) for analysis by a confocal microscope (Zeiss LSM 900).

### Determination of stage of meiotic prophase I

Stages of meiotic prophase l were determined by immunostaining of SYCP3 and SYCP1 based on the method in a previous report[19]. Leptotene was defined by fragmented SYCP3 and absence of SYCP1. Zygotene was defined by extensive SYCP3 and partial merge with SYCP1. Pachytene was defined by complete merge of SYCP3 and SYCP1 on at least 19 chromosomes. Pachytene with mispaired chromosomes was distinguished from zygotene by the presence of at least one completely paired chromosome and one partially paired chromosome. Diplotene was defined by bold and continuous SYCP3-staining and enrichment of SYCP3 at the termini of the chromosome.

### For pairing analysis

Based on immunofluorescence of SYCP1 and SYCP3, oocytes with more than 10 completely paired homologous chromosomes were subjected to pairing analysis. Autosomes and sex chromosomes were distinguished by FISH. The numbers of completely paired autosome(s) and sex chromosomes were divided by 19 and 1, respectively, to determine the pairing rate. In the case of X and Y chromosomes, chromosomes showing partial pairing were counted as paired chromosomes. The average of the pairing ratio in cells analyzed in each experiment was calculated. The experiments were performed independently three or four times and statistically processed by Tukey’s HSD test. The total numbers of oocytes counted were 36, 22, and 42 in XX, XO and XY, respectively.

## Supporting information

S1 Fig Generation of XO ESCs by target disruption of the X chromosome. (**A**) Targeted integration of an elimination cassette to the X chromosome. The elimination cassette containing the DsRed gene floxed with inverted loxP sequences was introduced into the X chromosome locus. The probes and restriction enzymes for Southern blot analysis are shown. (**B**) Southern blot analyses using the probe described in (A). Note that the vector was properly integrated in the locus in clone #28 and #39. M, size marker. (**C**) Schematic diagram of elimination of the X chromosome via Cre-loxP recombination and FACS analysis. The elimination process can be monitored by expression of DsRed. FACS analysis shows DsRed expression at the elimination process. (**D**) Detection of the inactive X chromosome. Images show the immunofluorescence analysis of H3K27me3 (red) in EpiLCs after 1 day of aggregation culture. Arrowheads indicate punctuate staining of H3K27me3 representing the inactive X chromosome. (**E**) PCR analysis to distinguish the parental X chromosome. There is a polymorphism that is sensitive to SfaNI in the genome of C57BL/6J. The region can be amplified by the primers (arrows). The image below the diagram is a gel-electrophoresis of the PCR product after digestion of the enzyme. Scale bars, 10 μm. (**F**) Karyotype of the ESC clones. The X-axis indicates the number of chromosomes. The number of nuclei counted is shown in each graph. (**G**) Loss of the X chromosome in PGCLC induction. Representative images of DNA-FISH analysis of PGCLCs at day 6 of induction from BVSC H18 ESCs (left) and the quantification of the analysis (right) are shown. Scale bars, 1 μm.
(TIF) Click here for additional data file.

S2 Fig Oocyte formation from XX and XY PGCs in culture. (**A**) Oocyte differentiation from XX and XY PGCs of E11.5 embryos. The PGCs were reaggregated with gonadal somatic cells of E12.5 female embryos. Note that the SC transgene was present in E11.5 PGCs, but not in E12.5 embryos. Scale bars, 200 μm. (**B**) The number of oocytes formed in culture. Each dot indicates the number of oocytes formed in one rOvary. The numbers in the graph indicate the average number of oocytes formed in each genotype. *P* values were calculated by *t*-test. ***P<0.001.
(TIF) Click here for additional data file.

S3 Fig Comparable expression of key genes in the somatic cells of rOvaries harboring XX, XO and XY oocytes. The graph shows the expression of genes related to BMP and RA signaling in the somatic cells. Somatic cells were purified from rOvaries harboring XX, XO or XY oocytes. The Y-axis shows the ΔCt value of each gene relative to the average for *Rplp0* and *Ppia*. The primer sequences used in this study are listed in S1 Table.
(TIF) Click here for additional data file.

S4 Fig *Nanog*, *Stra8* and *Sycp3* expression in the E13.5 XYΔSry PGCs in vivo. The graph shows the expression of *Nanog*, *Stra8* and *Sycp3* in XX and XY^**Δ**Sry^ PGCs at E13.5. The expression profile was obtained from Sakashita et al. [18]
(TIF) Click here for additional data file.

S5 Fig Mispaired chromosome and γH2AX accumulation in XX, XO and XY oocytes. (**A**) Accumulation of γH2AX in the mispaired region. Three representative immunofluorescent images of SYCP3 (green), SYCP1(red), and γH2AX (white) and their merged images in XX, XO and XY oocytes are shown. The box in the merged image is shown on the right image. Note that the asynapsis regions, which are stained by SYCP3 but not SYCP1, are covered by γH2AX. (**B**) Pattern of autosomal asynapsis. The graph shows the percentage of each asynapsis pattern. Drawings at the right side of the graph illustrate a typical form of the chromosome in each asynapsis pattern.
(TIF) Click here for additional data file.

S6 Fig Oocyte elimination by a CHK2-independent mechanism. (**A**) Oocyte differentiation with CHK2-inhibitors. rOvaries harboring XX, XO or XY oocytes were cultured with the CHK2-inhibitors indicated at the left. Representative images at the day of culture indicated at the top are shown. Scale bars, 200 μm. (**B**) Immunostaining of phosphorylated CHK2 (pCHK2). Representative images of immunofluorescence analysis of pCHK2 in the P1 ovary and rOvaries harboring XX, XO or XY oocytes are shown. Scale bars, 10 μm. The graph shows the results of the immunostaining analysis.
(TIF) Click here for additional data file.

S7 Fig Dosage of X-transcripts. (**A**) The amounts of transcripts from autosomes and X chromosomes. Graphs show TPMs and SD of the amounts of transcripts from autosomes (left) and X chromosomes (right) in the cell type indicated. (**B**) X/A ratio during oogenesis in culture. The graph shows the X/A ratio in the cell type with a different set of sex chromosomes. (**C**) Relative values of X/A ratio between XX and XO. (**D**) DEGs between XX and XO oocytes. The list shows genes whose expression was 2-times higher or lower in XX oocytes compared to XO oocytes. The numbers in the heatmap are Log2(XX/XO). (**E**) DEGs between XX and XY oocytes. The list shows genes whose expression was 2-times higher in XX oocytes compared to XY oocytes. (**F**) Venn diagram of the DEGs.
(TIF) Click here for additional data file.

S8 Fig Expression of Y-linked genes in XY oocytes. The expression data was extracted from the transcriptome analysis (in this study) and Sakashita et al. [18]. The values indicate the TPM of each gene at the stage indicated.
(TIF) Click here for additional data file.

S9 Fig Generation of *Eif2s3y*-transgenic ESC lines. (**A**) Structure of the *Eif2s3y* or *Eif2s3x*-transgene. *Eif2s3y* or *Eif2s3x* is driven by a c-kit promoter. (**B**) Expression level of exogenous *Eif2s3y* in the transgenic ESC lines. The transcript of *Eif2s3y* was detected by Q-PCR. The graph shows the ΔCt value and SD of *Eif2s3y* referenced by *Rplp0*. Eif2s3y-F, Eif2s3y-R, Rplp0-F and Rplp0-R primers were used for this study. (**C**) Expression level of exogenous *Eif2s3x* or *Eif2s3y* in the transgenic ESC lines. The transcript of *Eif2s3x* or *Eif2s3y* was detected by Q-PCR. The graph shows the ΔCt value and SD of *Eif2s3x* or *Eif2s3y* referenced by *Rplp0*. Eif2s3x3End Fw4, PB cKit 3'UTR Rv1, Rplp0-F and Rplp0-R primers were used for this study (S1 Table).
(TIF) Click here for additional data file.

S10 Fig Oocyte induction from *Eif2s3y*-KO XY ESCs. (**A**) Deletion of the *Eif2s3y* gene by Cas9. gRNAs for deletion of exons of the *Eif2s3y* gene and primers for detection of the deletion are shown. The gRNA sequences used in this study are listed in S1 Table. The image shows PCR results using Eif2s3y-gen-F and Eif2s3y-gen-R primers. (**B**) Oocyte differentiation from *Eif2s3y*-KO XY ESCs in culture. Images are rOvaries at the days indicated. Note that SC-positive cells can be observed at agg-11. Scale bars, 200 μm. (**C**) The number of SC-positive cells in the rOvaries at agg-11. Note that the number of SC-positive cells at agg-11 were significantly higher (*P<0.05, *t*-test) in the rOvaries with germ cells derived from *Eif2s3y*-KO XY ESCs (K39), compared with XY ESCs (N2).
(TIF) Click here for additional data file.

S11 Fig Distinct involvement of 3’UTR of *Eif2s3x* and *Eif2s3y* in gene expression. (**A**) Genomic structure of *Eif2s3x* and *Eif2s3y*. Note that the length of 3’UTR of *Eif2s3x* is longer than that of *Eif2s3y*. (**B**) Schematic diagrams of the reporter constructs. The mCherry gene with the 3’UTR of either *Eif2s3x* or *Eif2s3y* is driven by a c-kit promoter. (**C**) FACS analysis and images of ESC lines harboring the mCherry-reporter construct. FACS analysis provided a comparison of mCHERRY expression between transgenic ESC lines (red) and a non-transgenic ESC line (blue). Images below the FACS analysis show bright field (BF) and fluorescence images of mCHERRY (mCherry) in ESC lines. The copy numbers integrated in each ESC line are shown in brackets. Scale bars, 100 μm. (**D**) Correlation of mCHERRY intensity and the copy number integrated. Red and blue dots show ES clones harboring *Eif2s3x* or *Eif2s3y*. (**E**) Correlation of mCherry mRNA expression and the copy number integrated. The relative mRNA expression is the ΔCt value of *mCherry* referenced by *Rplp0*. (**F**) Correlation of mCHERRY intensity and mCherry mRNA expression. The primer sequences used in this study are listed in S1 Table.
(TIF) Click here for additional data file.

S1 Table Oligonucleotide sequences for primers and gRNAs used in this study. (XLSX) Click here for additional data file.

S2 Table Antibodies used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

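Poly(A)+ RNA of XX, XO and XY ESCs, EpiLCs, PGCLCs and oocytes of 6 stages of culture was sequenced in 66 libraries of 27 groups, and all columns of the tables were matched to a genotype, a stage and a replicate number. The authors removed reads under 20 bases or of quality under 20 with the FASTX toolkit, mapped the rest to mm10 with STAR and counted singly mapped reads on RefSeq mRNAs with featureCounts, without regard to strand and once for each gene that a read overlapped. The deposited count values are these raw numbers of reads per gene, without normalization. The deposited TPM values were made by the authors from the counts divided by gene length and scaled to a fixed total per library, with Il2 included. TPM computed from the counts and lengths differed from the deposited TPM by at most 4.1e-06. The gene lengths are those that featureCounts wrote. Gene names that had been turned into dates were restored for 27 genes, and 2 date names were held by 2 genes each. Coordinates are those of the tables (mm10), and 33 genes that lie on more than 1 chromosome were counted neither as X-linked (879 genes) nor as Y-linked (44) nor as autosomal (19698).

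Counts were analysed with R 4.3.3 and edgeR 4.0.16, with TMM scaling, genes kept by filterByExpr, the robust quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, with Il2 left out as in the paper. The alternatives were DESeq2 1.42.0, the exact test of edgeR, a fit of only the groups compared, no filter on low counts, a minimum absolute log2 fold change of 1, Il2 kept, counts thinned to the smallest library, the replicate number as a block, and each library left out in turn. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Profiles were compared on log2(TPM + 1) over genes with a mean TPM of at least 1, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and with a pseudocount of 0.1, all genes with a count, autosomal genes only or log2 CPM as alternatives. The X/A ratio used the mean TPM over genes, and as alternatives the median, all genes, genes with a mean TPM of at least 5, and the genes left without the 1% with the highest mean TPM. Y-linked genes with more than 3 counts in a library were taken as detected. Permutation tests were two-sided and exact, or used 100000 resamples for the X/A ratio over all stages and for the correlation of the Y-linked share within stages. The limits of detection cover counting error only, since PCR reads are not independent molecules.

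Whether replicate numbers pair the libraries was checked by the correlation of their deviations from the group means. All pairs of libraries with the same number correlated above 0.1 in ESCs (0.546 to 0.567), EpiLCs (0.366 to 0.417), agg-7 (0.461 to 0.827) and agg-13 (0.124 to 0.283), and the labels do not say what the number marks. No library was a copy of another of its group, with a chi-square per degree of freedom between 3.08 and 52.5 (median 8.83) over 51 pairs of replicates. The genes named are those that the paper names in its text or in Fig 2B, 2D and 5, the 3 genes in each direction with the smallest p among DEGs whose libraries do not overlap (XX against XO and XX against XY at agg-7, and XX from agg-9 to agg-11), and the 5 X-linked genes past the threshold against XO and XY that are highest by the smaller of their 2 log2 fold changes. For XX against XY the rule picked Bhlhb9, Maoa and Yy2 higher in XX and Uba1y, Mid1 and Rpl13 lower. The values of Bhlhb9, Maoa and Rpl13 in that comparison are not printed. The lists were those of PGC and pluripotency, meiotic prophase, oocyte growth and gonadal somatic genes from general knowledge, and the genes marked in Fig 2B, 2D and 5A. Each step was tested on simulated data. edgeR recovered between 11% and 78% of 200 changed genes, and from 0% to 12% of its calls were false. In camera a simulated list of 24 shifted genes was told from lists that share none of its genes. A simulated X/A ratio of 1.4 was found as 1.39. The projection gave 0.458 for a simulated progress of 0.5 and 0.940 for the reference group, and the projection corrected for noise gave 0.498. With a simulated progress of 1 in both groups, the projection gave 0.916 beside 0.940 for the reference group, a difference of 0.0239. The S3 Fig data, the overexpression and knockout lines and the oocytes of XYΔSry females were not analysed here.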

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

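The tests of other groupings of the libraries, of Uba1y, of the sequencing lane and of the library scaling were chosen only after the result was seen. The test at agg-3 and that of the gonadal somatic list were not, apart from its permutation by replicate number.

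The change in expression from agg-3 to agg-7 differed between XX and XO in 3696 genes and between XX and XY in 370, by a test of the difference itself. With the scale of the XX agg-7 libraries shifted by factors between 1/2 and 2 and all else the same, the counts were never under 3633 and 293, which argues against the library scaling of a group as the whole cause. Of 50 groupings of the libraries drawn at random within agg-3 and agg-7, the real one included, 2 gave as many genes as XX and XO and 4 as many as XX and XY. The largest other counts were 6014 and 1233, so for XX and XY as many genes arise in a share of groupings above 0.05. The latter count was 67 without XY agg-3 replicate 1 and 870 without XX agg-7 replicate 1. Of 3559 genes that differed in the change between XX and XO and were tested at both stages, 47.0% also differed at agg-7 in the direction of the change, against 25.0% over all genes, and 57.0% differed at agg-3 in the opposite direction. Between XX and XY these shares were 49.4% against 5.53%, and 11.9%. A difference present at agg-3 alone therefore cannot be told apart from a different course after agg-3, since the genes that differed hold both kinds. The XX libraries of agg-3 were on another sequencing lane than those of XO and XY, but across these lanes XX differed from XY in 520 genes (at most 680 with a library left out) and from XO in 5659 (at least 4105), and XO from XY on the same lane in 2632, which argues against the lane as the whole cause of the difference between XX and XO at agg-3. Of the genes higher in XX than XY at agg-3, 47.2% were X-linked, against 3.71% of the genes tested. With both genotypes on the same lane at agg-7, these shares were 28.1% and 3.72%. For the X-linked genes this argues against the lane as the whole cause. For the other genes that differ between XX and XY, no value separates the lane from the genotype. A difference in the speed of differentiation between the genotypes, which the paper describes as a delay of XO and XY, stays open on these counts as well. The paper bases the delay also on staining for SYCP3 and NANOG, EdU incorporation and the staging of meiosis, which were not analysed here.

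From agg-9 to agg-11 the change differed between XX and XO in 22 genes and between XX and XY in 65. With the scale of the XX agg-11 libraries shifted in the same way the counts were never under 22 and 44. This argues against the library scaling of a group as the whole cause here too, but only weakly, because the counts are small. A rule that left counts this small undecided, which was not in the plan, was dropped after the counts were seen. With 2 libraries in each group no count of other groupings was made. In simulated data edgeR recovered 22% of the genes whose change differed by an absolute log2 fold change of 2, so most such genes would be missed. The XX libraries of agg-9 were on different lanes, and the lane was not tested there. The arrest of XO and XY oocytes that the paper concludes would give such a difference, and it stays open on these counts. The other comparisons of these stages rest on the same libraries. For the arrest the paper also draws on oocyte numbers, the staging of meiosis and staining for apoptosis markers, which were not analysed here.

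In 10 of the 44 XX and XO libraries at least 1 Y-linked gene had more than 3 counts, which the paper does not report. XX agg-7 replicate 1 had the most Y-linked counts, 73 or 2.09% of the mean of the XY libraries of its stage, and XX agg-11 replicate 2 the largest share, 2.34% with 43 counts. At agg-7 the 6 XX and XO libraries held 68 counts of Eif2s3y and 0 of Uba1y, where the ratio of these genes in XY oocytes predicts 57.7 counts of Uba1y (53.3 with the lowest ratio of an XY library). This argues against RNA or cells of the XY oocytes of that stage as the source at agg-7. XO agg-5 replicate 2 had 9 counts of Uba1y beside 5 of Eif2s3y, so the same is not shown for that library. Across the 30 XX and XO libraries of agg-3 to agg-13 the Y-linked share rose with the mean of 41 genes of gonadal somatic cells within stages (Pearson r = 0.518, permutation p = 0.0192; Spearman rho = 0.437, permutation p = 0.0434), and r was 0.414 without XX agg-11 replicate 2 and XX agg-7 replicate 1. By stage r was 0.841 at agg-3, -0.374 at agg-5 and 0.966 at agg-7, with 6 libraries each, and 0.355 at agg-9, 0.774 at agg-11 and -0.789 at agg-13, with 4 each, so the relation did not hold at every stage. The Y-linked share of XX and XO libraries of the same stage and number went together (r = 0.703 over 15 pairs), so these libraries are not independent, and with both moved together the exact permutation p was 0.130 for Pearson and 0.138 for Spearman, so the relation cannot be told apart from none. Cells of the gonadal somatic list in the sorted oocytes therefore stay open as the source, and the paper states that the somatic cells came from female embryos. No biological explanation was tested.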

How the results depend on the processing

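The alternatives were chosen before the data were examined, except the projection corrected for noise, the projection on the pooled change and the relabelling within replicate numbers, which were chosen after seeing the data. All of them were run. Of 255 values of the counts of DEGs under an alternative, 144 lay within 1.5 times the count reported and 111 did not. Of 400 values of named genes, 358 kept their direction and their side of the threshold, 35 lost the threshold, 7 gained it and none changed direction. Thinning the counts to the smallest library gave 4071 DEGs between XX and XO and 820 between XX and XY at agg-7, and keeping Il2 gave 4092 and 841, so depth and Il2 changed these counts little. Where a change is given here, the cause was not tested.

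With DESeq2 in place of edgeR, XX against XY gave 1063 DEGs at agg-3, 1048 at agg-5, 1685 at agg-7, 85 at agg-9 and 3922 at agg-13. XX against XO gave 157 at agg-9, and XO against XY gave 1846 at agg-5 and 1015 at agg-7. From agg-9 to agg-11 it gave 2187 in XX, 1 in XO and 419 in XY, and from agg-11 to agg-13 47, 1 and 11. The change from agg-3 to agg-7 differed between XX and XY in 783 genes, and that from agg-9 to agg-11 in 323 genes between XX and XO and 615 between XX and XY. On simulated data from 12% to 27.2% of the genes DESeq2 called were false, against 0% to 12% in edgeR. The exact test of edgeR gave 518 DEGs for XX against XY at agg-7 (402 higher and 116 lower) and 630 in XX from agg-9 to agg-11 (459 up and 171 down). For XX against XO at agg-7 its split was 2152 higher and 1750 lower, against 1844 and 2248 in the quasi-likelihood test. With only the libraries compared in the fit the counts were 150 (124 higher and 26 lower) and 9 (9 up and 0 down), and XX against XO had 2416 higher and 1955 lower. With a log2 fold change of at least 1 as well, 1154 genes passed for XX against XO and 214 for XX against XY at agg-7.

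With the replicate number as a block, XX against XO gave 4855 DEGs in ESCs, 5152 in EpiLCs and 6468 at agg-7, and XX against XY gave 4585 in ESCs and 3389 at agg-7. XO against XY gave 2512 at agg-7. At PGCLCs, agg-3 and agg-5 the lowest correlation between libraries of the same number was -0.0121, -0.476 and -0.0164 and the highest 0.292, 0.644 and 0.656, so the numbers pair some of the libraries there but not all, and the block gave 1613, 1015 and 2931 for XX against XY and 4855 for XO against XY at agg-5. At agg-9 and agg-11 the lowest correlation was -0.0320 and -0.155, and the counts stayed within 1.5 times those without the block. The change from agg-3 to agg-7 differed between XX and XY in 753 genes with the block. The gonadal somatic list passed the threshold for XX against XO at agg-7 (adjusted p = 0.0246 in limma), and the meiotic list for XX against XY at agg-7 turned from lower to higher without passing it (adjusted p = 0.975 in limma). Sohlh1, Nanog and Sox2 gained the threshold for XX against XY at agg-7. With fry the meiotic list against XO at agg-7 passed with the block (adjusted p = 0.0201 in limma), and with an estimated correlation the Y-linked list against XY at agg-5 no longer did (adjusted p = 0.158 in limma). The block changed no other call of a named gene, or of a general list under camera or fry.

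With a pseudocount of 0.1, the distance between XX and XY at agg-7 less that within them was reversed, at -0.00584 in place of 0.0178, and progress of XX less that of XO over agg-5 and agg-7 was 0.0766. The distance from agg-9 to agg-11 in XO less that within stages was 0.0248 with it and 0.0279 with log2 CPM, in place of 0.0364. The number of XO libraries nearest to an earlier stage of XX was 1 at agg-7 with the pseudocount and 2 at agg-5 with log2 CPM, in place of 2 and 1. Already at agg-3, 2 of 3 XO libraries were nearest to an earlier stage in every setting. At agg-7 the same held for 1 of 3 XY libraries in every setting. It also held for 1 of 3 XX libraries of agg-7 in each setting but log2 CPM. The projection corrected for noise gave 0.126 over agg-5 and agg-7 between XX and XO without passing the threshold, also with relabelling within replicate numbers, but its relabelling did not pass either for the far larger difference over agg-11 and agg-13 and so decides little, and the projection on the pooled change 0.0492, and 0.943 over agg-11 and agg-13, which passed it. With each library as a point, the first components held 52.4%, 21.9% and 9.42% of the variance from ESCs to agg-7 and 41.7%, 20.8% and 7.37% from agg-9 to agg-13. With the samples as variables they held 87.0%, 6.75% and 2.97%, and 91.6%, 4.96% and 1.64%.

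With the median over genes in place of the mean, the ratio was 1.06 in ESCs, 1.09 in EpiLCs, 0.485 in PGCLCs, 0.619 at agg-3, 0.824 at agg-5, 0.722 at agg-7, 0.706 at agg-9, 0.678 at agg-11 and 0.620 at agg-13 for XX. It was then 0.511 in ESCs, 0.574 at agg-9 and 0.656 at agg-13 for XO, 0.507 in ESCs and 0.602 at agg-9 for XY, 2.07 in ESCs, 1.11 in PGCLCs, 1.26 at agg-7, 1.23 at agg-11 and 0.945 at agg-13 for XX over XO and 2.08 in ESCs, 1.16 in PGCLCs, 1.19 at agg-3, 1.29 at agg-5, 1.24 at agg-7, 1.17 at agg-9 and 1.01 at agg-11 for XX over XY. With all genes kept, the ratio was 1.13 in ESCs, 1.09 in EpiLCs, 0.741 in PGCLCs, 0.778 at agg-3, 0.832 at agg-5, 0.808 at agg-7, 0.768 at agg-9, 0.796 at agg-11 and 0.666 at agg-13 for XX. It was then 0.580 in ESCs, 0.596 at agg-9 and 0.646 at agg-13 for XO and 0.584 in ESCs, 0.603 at agg-9 and 0.707 at agg-13 for XY. With genes of a mean TPM of at least 5, the ratio was 1.35 in ESCs, 1.30 in EpiLCs, 0.931 at agg-3, 0.995 at agg-5, 0.966 at agg-7, 0.956 at agg-11 and 0.800 at agg-13 for XX. It was then 0.697 in ESCs, 0.712 at agg-9 and 0.768 at agg-13 for XO and 0.701 in ESCs and 0.719 at agg-9 for XY. Without the 1% of genes with the highest mean TPM, the ratio was 1.49 in ESCs, 1.41 in EpiLCs, 0.932 in PGCLCs, 0.978 at agg-3, 1.06 at agg-5, 1.03 at agg-7, 0.986 at agg-9, 1.03 at agg-11 and 0.859 at agg-13 for XX. It was then 0.772 in ESCs, 0.740 at agg-9 and 0.809 at agg-13 for XO, 0.787 in ESCs, 0.752 at agg-9 and 0.898 at agg-13 for XY, 1.06 at agg-13 for XX over XO and 1.89 in ESCs, 1.70 in EpiLCs and 1.24 at agg-11 for XX over XY.

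By CPM in place of TPM, Eif2s3y over the next Y-linked gene was 1.64 at agg-3, 1.08 at agg-5, 1.19 at agg-7, 0.969 at agg-11 and 0.759 at agg-13. Eif2s3x of XX over XY was 2.03 in EpiLCs and 5.32 at agg-11, and the sum of Eif2s3x and Eif2s3y of XX over XY was 0.827 in ESCs, 0.630 in EpiLCs, 0.385 in PGCLCs, 0.195 at agg-3, 0.0659 at agg-5, 0.0729 at agg-7, 0.0514 at agg-9, 0.118 at agg-11 and 0.105 at agg-13. The highest over the lowest stage mean in XY was 1.41 for the sum, 2.13 for Eif2s3y, and 1.24 for Eif2s3y from agg-3 to agg-13. For the mean of agg-3, agg-5 and agg-7, 102 X-linked genes were at least 2 times higher in XX than XO, 13 than XY and 11 than both.

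With a correlation between genes estimated from the data, the lists of camera lost the threshold at agg-5 (adjusted p = 0.392 in limma for the somatic, meiotic and PGC lists against XO, and 0.598 for the meiotic and PGC lists against XY). At agg-7 the adjusted p in limma became 0.220, 0.263 and 0.465 for the lists against XO and 0.0773 and 0.263 for those against XY, and from agg-9 to agg-11 in XX 0.0773, 0.122, 0.268, 0.360 and 0.465. With fry, the adjusted p in limma was 0.403 for the meiotic and 0.382 for the PGC list against XY at agg-5, 0.0576 for the meiotic list against XO at agg-7 and 0.168 for the somatic list from agg-9 to agg-11, while the growth list against XO at agg-5 passed with 0.0288.

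Across the fits that each left out a library, XX against XY gave from 414 (without XX PGCLC replicate 2) to 1147 DEGs in PGCLCs, from 173 (without XX agg-3 replicate 2) to 680 at agg-3, from 62 (without XY agg-5 replicate 3) to 1302 (without XY agg-5 replicate 2) at agg-5 and from 110 (without XX agg-7 replicate 2) to 1519 (without XX agg-7 replicate 1) at agg-7, with 85 to 805 higher and 25 to 714 lower. XX against XO gave from 2033 (without XO agg-5 replicate 3) to 6856 at agg-5 and from 2160 (without XO agg-7 replicate 1) to 4043 at agg-7, with 1027 to 1857 higher and 1133 to 2186 lower. XO against XY gave from 5 (without XY agg-5 replicate 3) to 3874 (without XO agg-5 replicate 2) at agg-5 and from 4 (without XO agg-7 replicate 1) to 196 at agg-7. The change from agg-3 to agg-7 differed between XX and XY in 67 (without XY agg-3 replicate 1) to 870 genes. For XX and XY at agg-7 the distance between less that within ranged from -0.0200 (without XY agg-7 replicate 1) to 0.0545, and progress of XX less that of XY from -0.0471 (without XX agg-7 replicate 2) to 0.145. X-linked genes at least 2 times higher in XX than XY numbered 18 (without XX agg-7 replicate 2) to 41 and than both 13 (without XX agg-7 replicate 3) to 36. Between XX and XY at agg-7, Stra8 ranged from -1.59 to -1.03 on the log2 scale, Pou5f1 from -0.92 to -0.62, Figla from 1.61 to 2.30 and Nobox from 1.94 to 2.78, and each lost the threshold in 3 to 5 of 6 fits. Stages with 2 libraries per group were left out of these refits of DEGs.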

Differences from the paper's values

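For XX against XO at agg-7 the paper marks about 380 genes higher in XX and about 380 lower in Fig. 2B, read by eye, against 1844 and 2248 here. Of the alternatives set before the data were examined, a log2 fold change of at least 1 gave 545 higher genes, within 1.5 times the paper's number, and 609 lower genes, which is not, and none of the others closed either gap. For XX against XY the paper marks about 64 genes higher and about 15 lower in Fig. 2B, read by eye, against 508 and 333 here. None of the alternatives set before the data were examined closed these gaps, and the nearest was the fit of the XX and XY libraries alone with 124 and 26. In XX from agg-9 to agg-11 the paper marks about 180 genes up and about 46 down in Fig. 2D, read by eye, against 551 and 557 here. No alternative closed these gaps, with 459 and 171 in the exact test and 9 and 0 with only these libraries in the fit.

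The first component held about 86% of the variance from ESCs to agg-7 in Fig. 2A and about 86% from agg-9 to agg-13 in Fig. 2C, read by eye, against 54.8% and 56.7% here. The second held about 9.0% in Fig. 2A and about 5.6% in Fig. 2C, read by eye, against 22.1% and 22.5%, and the third about 2.4% in Fig. 2A against 12.4%. With the samples as variables and no centring on genes, set before the data were examined, the values were 87.0%, 91.6%, 6.75%, 4.96% and 2.97%, and none of them differs from the paper's by over 1.5 times. The third component from agg-9 to agg-13 was then 1.64%, against about 4.3% in Fig. 2C, read by eye, and 6.24% with the setting used here, so this alternative opened a gap there. With each library as a point all 6 values differ.

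For Eif2s3y in XY cells the TPM read by eye from Fig. 5B was about 45 in ESCs against 76.2, about 62 in EpiLCs against 108, about 71 in PGCLCs against 124, about 110 at agg-3 against 183, about 120 at agg-5 against 201, about 120 at agg-7 against 188, about 120 at agg-9 against 213, about 140 at agg-11 against 211.8 and about 120 at agg-13 against 189 here. By CPM, which is another unit than that of the figure, they were 66.6 in ESCs, 98.9 in EpiLCs, 97.1 in PGCLCs and between 114.3 and 142 from agg-3 on, within 1.5 times of the figure but for EpiLCs. Fig. 5A, read by eye, has about 190 at agg-7, beside which the TPM here does not differ, nor do those of Uba1y, Ddx3y and Uty. For Eif2s3x in XX the TPM read by eye from Fig. 5E was about 430 in ESCs against 50.6, about 480 in EpiLCs against 52.1, about 260 in PGCLCs against 29.6, about 180 at agg-3 against 20.3, about 71 at agg-5 against 6.90, about 78 at agg-7 against 6.48, about 120 at agg-9 against 5.17, about 230 at agg-11 against 9.92 and about 230 at agg-13 against 8.62 here. In XY it was about 220 in ESCs against 23.6, about 220 in EpiLCs against 24.0, about 150 in PGCLCs against 14.8, about 130 at agg-3 against 14.0, about 48 at agg-5 against 4.72, about 51 at agg-7 against 4.68, about 64 at agg-9 against 2.73, about 61 at agg-11 against 2.24 and about 65 at agg-13 against 2.28 here, also from Fig. 5E. The paper's methods state that multi-mapped reads were used for these genes, and the counts used here are of singly mapped reads.

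XX against XO gave 2376 DEGs in ESCs and 5659 at agg-3, without a minimum fold change. In the PCA of group means, XX, XO and XY stood at -93.1, -94.1 and -95.9 on the first component in ESCs. In EpiLCs they stood at -74.7, -75.8 and -83.5, in PGCLCs at -27.0, -29.6 and -28.0, and at agg-3 at 23.7, -8.81 and 13.5. The paper describes the genotypes as similar up to agg-3 from its PCA, which is another measure than a count of DEGs. It counts Sohlh1 among the genes enriched in XX, and against XY its adjusted p was 0.0539 in edgeR's quasi-likelihood test; it passed the threshold with DESeq2 (adjusted p = 0.000899), with the replicate block (adjusted p = 0.000786 in edgeR) and without XX agg-7 replicate 1 (adjusted p = 0.00635 in edgeR, and 0.160 without XX agg-7 replicate 2). It describes a further change of XX oocytes at agg-13, where no gene passed the threshold from agg-11 (1027 at an unadjusted p under 0.05), and 47 with DESeq2. For XO and XY it describes only a subtle change from agg-9 to agg-13. The mean distance over these stages was 0.779 in XO against 0.713 between libraries of a stage, and 1.17 against 0.891 in XY. For the X/A ratio, Y-linked genes and Il2, the paper's statements are as follows. The paper describes the X/A ratio of XO and XY as constant up to agg-9, and that of XO here changed 1.14 times from ESCs to EpiLCs. It ranks Eif2s3y first among Y-linked transcripts in XY oocytes, which held by TPM, while by CPM Uba1y was above it in both libraries of agg-13 and 1 of 2 at agg-11 (mean ratios 0.759 and 0.969). It describes the sum of Eif2s3x and Eif2s3y in XY as constant and above that in XX from agg-5 to agg-9; here it was above XX at all stages, 1.97 times in ESCs (XX over XY 0.827 by CPM), and its highest stage mean was 2.17 times the lowest, but these sums are of singly mapped reads, which hold far less Eif2s3x than the paper's, and cannot be set against the paper's directly. It describes high Il2 in several libraries, and here 1 library had a TPM of Il2 above 5.01.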

Other observations

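The tests of other groupings and of the sequencing lane were chosen only after the result was seen, and the test of the macrophage list before it.

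With 3 libraries in each group there are 10 groupings of the 6 libraries of a comparison, so the share of groupings with as many DEGs as the real one cannot be under 0.1. For XX against XO and XX against XY in PGCLCs and at each stage from agg-3 to agg-7, and also for the changes from agg-3 to agg-5 and from agg-3 to agg-7 in each genotype, 1 of 10 gave as many, the real one itself, and the largest other count was 0. The same held for XO against XY at PGCLCs, agg-3 and agg-7, where the largest other count at agg-3 was 318. For XO against XY at agg-5, 2 of 10 gave as many, and the other of them gave 3830 genes against 45.

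At agg-5 XX against XO gave 5742 DEGs and XX against XY 409, while XO was on a sequencing lane of its own. XO against XY, which were on different lanes too, gave 45 DEGs, but 3874 without XO agg-5 replicate 2. XX against XY gave 62 without XY agg-5 replicate 3 and 1302 without XY agg-5 replicate 2, and XX against XO gave 2033 without XO agg-5 replicate 3. The lane and the genotype of XO cannot be told apart at agg-5, because the count for XO against XY rests on single libraries.

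In XY agg-13 replicate 2, Lyz2 stood at 4218 TPM against 5.35 in replicate 1, Apoe at 6745 against 555 and Ctsd at 7817 against 822; these genes were chosen after their values were seen. For a list of 16 other macrophage genes, the median log2 ratio of replicate 2 to replicate 1 was 4.52, at percentile 100 of 10000 random lists of matched mean expression, with 16 of 16 genes higher and a mean TPM of 292 against 10.3. This is a description of these libraries and not of a condition. Macrophages in the sorted cells are a candidate explanation. Lyz2, Apoe, Ctsd and every other macrophage gene followed were also higher in replicate 2 than in replicate 1 of XX and of XO at agg-13. Lyz2 stood at 742 against 18.9 TPM in XX and at 394 against 0 in XO. The difference between replicates was thus not limited to XY. Uptake of RNA by the oocytes was not tested.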
